# Integrated Analysis of ATAC-Seq and RNA-Seq Reveals the Signal Transduction Regulation of the Molting Cycle in the Muscle of Chinese Mitten Crab (*Eriocheir sinensis*)

**DOI:** 10.3390/biom16010108

**Published:** 2026-01-08

**Authors:** Zhen He, Jingjing Li, Jingjing Zhang, Ruiqi Zhang, Rongkang Tan, Jinsheng Sun, Bin Wang, Tong Hao

**Keywords:** *Eriocheir sinensis*, molting cycle, signal transduction, GPCR, ATAC-seq, RNA-seq

## Abstract

Molting is a critical physiological process for the growth and development of *Eriocheir sinensis*. Any disruption in this process can significantly affect both survival rates and crab quality. The regulatory mechanisms of molting vary across different stages of the molting cycle and remain poorly understood. In this study, ATAC-seq and RNA-seq were combined to identify the integrated differentially expressed genes (IDEGs) in muscle across adjacent stages of the molting cycle. A total of 17, 491, 84, and 491 IDEGs were identified in the comparisons of inter-molt_vs_pre-molt, pre-molt_vs_molt, molt_vs_post-molt, and post-molt_vs_inter-molt stages, respectively. GO enrichment analysis of these IDEGs revealed several key signaling pathways involved in each adjacent molting stage. The GPCR signaling, steroid hormone-mediated signaling, and smoothened signaling pathways were all active across three molting transitions (pre-molt_vs_molt, molt_vs_post-molt, and post-molt_vs_inter-molt). Among them, the GPCR pathway played a dominant role throughout the process. Further structural analysis and RT-qPCR validation identified eight GPCRs involved in molting regulation: *GRM7* and *moody* were specific to the post-molt_vs_inter-molt stage; *Kpna6*, *ADRB2*, and *SSTR2* were unique to the pre-molt_vs_molt stage; *FMRFaR* and *gpr161* functioned in both post-molt_vs_inter-molt and pre-molt_vs_molt stages; and *mth2* was active in both post-molt_vs_inter-molt and molt_vs_post-molt stages. These findings improve the understanding of molting regulation and provide potential targets for further genetic improvement in *E. sinensis*.

## 1. Introduction

Molting is a pivotal physiological process governing growth and development in crustaceans, directly influencing key biological functions such as individual growth, tissue remodeling, and energy metabolism [1,2]. The Chinese mitten crab (*Eriocheir sinensis*), a commercially vital aquaculture species, undergoes approximately 18 molts throughout its life cycle, each associated with substantial increases in body weight and morphological transformations. However, aberrant molting frequently leads to elevated mortality or precocious maturation, posing significant constraints on aquaculture productivity. Elucidating the molecular mechanisms underlying molting regulation is therefore critical for optimizing breeding strategies and enhancing crab strain quality.

The crustacean molting cycle is divided into four distinct periods: inter-molt (period C), pre-molt (period D, including sub-periods D0, D1, and D3–4), molt (period E), and post-molt (periods A–B) [3]. Each stage is characterized by unique physiological and molecular signatures, with the antagonistic interaction between ecdysone and molt-inhibiting hormone (MIH) serving as the core regulatory mechanism to initiate cascades of molecular reactions. Muscle exhibits marked discontinuous growth during the molting cycle. Significant variations in muscle fiber diameter and density have been observed across different molting stages, with pronounced atrophy occurring during pre-molt and restoration post-molt [4]. Transcriptomic analyses have revealed stage-specific gene expression patterns in muscle: genes involved in muscle contraction, energy metabolism, and cytoskeletal remodeling are highly expressed during molting, whereas G protein-coupled receptors (GPCRs) and certain other signaling molecules show significant up-regulation in the post-molt period, highlighting the critical role of signaling pathways in dynamic muscle regulation [5,6].

Existing research has identified some molting-related genes in *E. sinensis*. For example, the ecdysone receptor gene *Ers-EcR* [7], the retinoid X receptor gene *Ers-RXR* [8], the chitinase gene *Ers-HXchit* [9], and the myostatin gene *Ers-MSTN* [10]. In terms of signaling pathways, the mTOR signaling pathway has been found to potentially participate in the molting process of the *E. sinensis* [11]. Additionally, a large number of molting-related genes have been identified through high-throughput sequencing. RNA-seq analysis of the hepatopancreas observed that differentially expressed genes (DEGs) enriched in the post-molt period were associated with energy consumption, while genes enriched in the inter-molt period were related to carbohydrate and lipid metabolism, as well as biosynthetic processes. In the pre-molt period, highly expressed genes were enriched in responses to steroid hormone stimulation and immune system development [12]. RNA-seq analysis of the claw muscle indicated that DEGs across different molting stages were primarily enriched in gene expression, protein synthesis, muscle development, new epidermis reconstruction, redox processes, and glycolysis [13]. RNA-seq analysis of the gills during four molting stages detected thousands of genes with altered expression, mainly involved in chitin degradation, exoskeleton reconstruction, and signaling processes. Up-regulated genes were enriched in several lipid-related metabolic pathways, as well as the three signaling pathways: “phosphatidylinositol signaling system,” “calcium signaling pathway,” and “GnRH signaling pathway” [14].

However, traditional methods have primarily focused on the study of individual genes, hindering a comprehensive dissection of the multi-gene regulatory networks. In addition, high-throughput studies have relied on RNA-seq alone, which carries limitations such as potential false positives and an incomplete representation of regulatory dynamics. The advent of Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) has provided a novel framework for investigating chromatin accessibility and gene expression regulation [15]. Integrating ATAC-seq and RNA-seq data can minimize false positives and enable precise identification of DEGs and their cis-regulatory elements [16]. Sun et al. [5] integrated the data of two non-adjacent molting periods (pre-molt and post-molt) in muscle of *E. sinensis* to demonstrate that the GPCR signaling pathway dominates muscle signal transduction during the stages from pre-molt to post-molt periods. Wang et al. [6] further characterized stage-specific expression of GPCR family genes (e.g., *GRM7*, *mth2*) in the post-molt vs. inter-molt stages. However, while these studies both focused on the comparison of two periods in the molting process, a thorough multi-omics analysis spanning the entire molting cycle remains unexecuted, particularly in identifying conserved regulatory genes and core signaling pathways across sequential stages. Therefore, a comprehensive study that covers all four adjacent molting stages (C–D, D–E, E–A, A–C) is necessary to construct a complete regulatory landscape for molting process.

In this work, we focus on the investigation of the gene expressions in all four adjacent molting stages (C–D, D–E, E–A, A–C) in muscle of *E. sinensis* using integrated ATAC-seq and RNA-seq analyses. The aim of this study is to identify the stage-specific signaling pathways and genes across the entire molting process. The new ATAC-seq and RNA-seq data for the molt period (E) missing in previous studies are now provided. We hypothesize that integrated changes in chromatin accessibility and gene expression will reveal conserved signaling pathways, especially GPCR-mediated signaling, that coordinate muscle remodeling across the molting cycle. The candidate GPCRs were clarified via structural analysis and real-time quantitative PCR (RT-qPCR) validation. These findings can provide useful information for in-depth analysis of the continuous regulatory mechanism of the entire molting cycle of *E. sinensis* and ultimately benefit development of an anti-precocity strategy and cultivation of superior germplasm.

## 2. Materials and Methods

### 2.1. Animals and Sampling

#### 2.1.1. Experimental Animals and Culture Environment

Healthy juvenile *E. sinensis* crabs were obtained from Tianjin Xieyuan Aquaculture Co., Ltd. (Ninghe District, Tianjin, China). The average body length, body width, and weight of the crabs were 24.28 ± 1.54 mm, 26.97 ± 1.65 mm, and 8.41 ± 1.47 g, respectively. Prior to the experiment, the juvenile crabs were acclimatized in a plastic incubator (70 × 40 × 50 cm) for more than 7 days under controlled conditions, with a water temperature of 20 ± 1 °C and a natural light cycle. Compound feed was administered twice daily, with the feeding amount approximately 5% of the total body weight of the crabs. The siphon method was employed to remove residual feed and introduce fresh water, ensuring that the daily water exchange rate exceeded 50% to maintain water quality.

#### 2.1.2. Muscle Sample Collection During the Molt Period (Period E)

Juvenile male crabs in the molt period (period E) were selected as the research subjects. Macroscopically, the crab exoskeleton exhibited a translucent state, and a distinct separation interface was visible between the old and new exoskeletons [2]. A remarkable feature of the molting period is that the cracks between the cephalothorax and the abdominal segments keep increasing [2]. After being anesthetized by placing them on an ice plate, the sample crabs were rapidly dissected to obtain the muscle tissues from their walking legs. These tissues were immediately immersed in liquid nitrogen for cryopreservation and subsequently transferred to an ultra-low-temperature refrigerator at −80 °C for long-term storage. Muscle samples from crabs in different molting periods were collected. Three biological replicates were collected per period, with each sample obtained from one crab. Each sample was then divided into two parts, which were used for ATAC-seq and RNA-seq analyses, respectively. Therefore, in total, 24 samples from 12 crabs were obtained for ATAC-seq and RNA-seq analysis in four molting periods, of which 6 samples from 3 crabs in the molt period were used in this work. The other 18 samples from 9 crabs in pre-molt, post-molt and inter-molt periods were used for the ATAC-seq and RNA-seq analysis illustrated in our previously published work [5,6]. The cell viability of the samples was detected and counted using the Trypan blue staining method to ensure the reliability of subsequent molecular biology experiments.

### 2.2. Sequencing

#### 2.2.1. ATAC-Seq Sequencing

A total of three muscle samples, labeled as Mu_E_1, Mu_E_2, and Mu_E_3, were used for ATAC-seq to explore the characteristics of chromatin accessibility in muscle during the molt period. The ATAC-seq was carried out following the method described by Corces et al. [17]. Nuclei were extracted from the muscle samples, and the obtained nuclear pellet was re-suspended in the Tn5 transposase reaction mix from the Nextera DNA Flex Library Prep Kit (Illumina, San Diego, CA, USA). Tn5 transposase can efficiently cleave DNA in open chromatin regions and insert sequencing adapters into the cleavage sites simultaneously, enabling rapid enrichment of chromatin-accessible regions and library construction. This is a core step of the ATAC-seq technology, which can accurately capture the dynamic changes in chromatin accessibility, providing a key basis for subsequent differential accessibility analysis. Equimolar adapters 1 and 2 were added, followed by PCR amplification to construct the library. The library was subsequently purified with AMPure beads (Beckmann-Coulter, Pasadena, CA, USA), and the library quality was accurately evaluated using a Qubit (ThermoFisher, Waltham, MA, USA). The clustering of the index-coded samples was performed on a cBot Cluster Generation System (Illumina, San Diego, CA, USA) using TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA). The library preparations were sequenced on an Illumina NovaSeq platform (Illumina, San Diego, CA, USA) at Novogene Co., Ltd. (Chaoyang District, Beijing, China), generating 150 bp paired-end reads.

#### 2.2.2. RNA-Seq Sequencing

Total RNA was extracted from three molt-period muscle samples (Mu_E_1, Mu_E_2, and Mu_E_3) of *E. sinensis* using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s protocol. RNA integrity and concentration were assessed using the RNA Nano 6000 Assay Kit (Agilent Technologies, Santa Clara, CA, USA) on an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) to ensure the sample quality for downstream sequencing. Library preparation was performed using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA). The cDNA libraries were amplified via PCR, and library quality (size distribution and molarity) was validated on the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Sequencing was conducted on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) at Novogene Co., Ltd. (Chaoyang District, Beijing, China), generating 150 bp paired-end reads.

### 2.3. Data Analysis

#### 2.3.1. ATAC-Seq Data Analysis

After sequencing, a series of data processing and analysis was carried out. The Nextera adaptor sequences in the reads were trimmed using skewer (version 0.2.2, Chinese Academy of Inspection and Quarantine, Beijing, China) [18]. Reads meeting any of the following criteria were removed from the raw data to obtain clean data: reads with over 40% of bases having a quality score below 15, reads containing more than 6 ‘N’ bases, reads with adapter sequences, and reads shorter than 18 bp after trimming. The Q20 and Q30 values of the raw data and clean data were calculated. The reads were aligned to the reference genome downloaded from the NCBI BioProject database (accession number PRJNA555707) using BWA with standard parameters [19]. The same version of reference genome was used in this work and our previously published ATAC-seq datasets (GSE206233, GSE281094) [5,6]. Subsequently, high-quality (MAPQ ≥ 13), non-mitochondrial chromosomes and properly paired reads (longer than 18 nt) were further filtered. The read signals in the upstream and downstream 3 kb region of transcription start sites (TSS) and structural genes were statistically analyzed with deepTools software (version 3.0.2, Max Planck Institute of Immunobiology and Epigenetics, Freiburg, Germany) [20]. All peak calling was performed per sample with MACS2 (version 2.1.2, Dana-Farber Cancer Institute and Harvard School of Public Health, Boston, MA, USA) using “MACS2 call-peak—nomodel—keepdup all—call-summits” [21].

The distribution of peaks across various functional regions was statistically analyzed with ChIPseeker software (version 1.38.0, Jinan University, Guangzhou, China) [22]. The mapping relationship between peaks and functional regions follows a priority order of promoter-TSS, 5′UTR, 3′UTR, exon, intron, downstream, and distal intergenic. That is, if a peak is located at a position that could be an exon of one gene and simultaneously an intron of another gene, according to the above priority order, it will be considered annotated to the exon rather than the intron.

Combined with the previous ATAC-seq sequencing data of *E. sinensis* during the inter-molt period (period C), pre-molt period (period D), and post-molt period (period A) (GEO database with accession numbers GSE206233 and GSE281094) [5,6], differential analysis of each adjacent stage (C vs. D, D vs. E, E vs. A, A vs. E) was performed using the DESeq2 R package (version 1.20.0, Harvard School of Public Health, Boston, MA, USA) [23]. The average FoldEnrich values of peaks in the biological replicates were used when comparing different molting periods. Peaks with *p*-value ≤ 0.05 and |log_2_FoldEnrich| ≥1 were defined as the differentially enriched peaks (DEP).

#### 2.3.2. RNA-Seq Data Analysis

Raw sequencing data were processed to remove low-quality reads, adapter-contaminated sequences, and reads with ≥10% undetermined bases (poly-N) using Trimmomatic (version 0.39, Max Planck Institute of Molecular Plant Physiology, Golm, Germany) [24]. Quality metrics of the resulting clean reads, including Q20, Q30 and GC content, were calculated using FastQC (version 0.11.9, Babraham Institute, Cambridge, UK) [25] The *E. sinensis* reference genome (accession number PRJNA555707, obtained from NCBI BioProject database) was indexed with Hisat2 (version 2.0.5, Johns Hopkins University, Baltimore, MD, USA) [26], and clean reads were aligned to the reference genome using the same tool with default parameters. The same version of reference genome was used in this work and our previously published RNA-seq datasets (GSE206233, GSE281094) [5,6]. Based on the position information of gene alignment on the reference genome, the number of reads covered by each gene from start to end is counted. Parts of the reads were filtered out, including the reads with comparison quality values below 10, reads on non-comparative pairs, and reads aligned to multiple regions of the genome. The FeatureCounts (version 1.5.0-p3, The University of Melbourne, Parkville, VIC, Australia) [27] were used for the reads filter. Gene expression levels were quantified by calculating fragments per kilobase of exon model per million mapped fragments (FPKM) using FeatureCounts (version 1.5.0-p3, The University of Melbourne, Parkville, VIC, Australia) [27], which counts reads uniquely mapped to each gene. The gene expression levels for each sample were quantitatively analyzed separately.

Combined with the previous RNA-seq sequencing data of *E. sinensis* during the inter-molt, pre-molt, and post-molt periods (GEO database with accession numbers GSE206233 and GSE281094) [5,6], differential expression analysis of each adjacent stage (C vs. D, D vs. E, E vs. A, A vs. E) was performed using the DESeq2 R package (version 1.20.0, Harvard School of Public Health, Boston, MA, USA) [23]. Genes with adjusted *p*-value (padj) ≤ 0.05 (Benjamini–Hochberg correction) and |log_2_FoldChange| ≥ 1 were identified as the DEGs.

The ATAC-seq and RNA-seq datasets for Mu_E_1, Mu_E_2, and Mu_E_3 have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE299867, ensuring reproducibility and public accessibility of the results.

#### 2.3.3. Integrated Analysis

To identify the genes with concordant regulatory and expression patterns, the expression profiles of genes associated with DEPs from ATAC-seq were cross-referenced with DEGs from RNA-seq. The promoter in ATAC-seq analysis is defined as the ±2 kb region flanking each gene’s TSS, and the structural gene encompasses the full transcribed sequence from TSS to transcription termination site (TTS), including exons and introns. For DEP-gene mapping, a hierarchical approach was adopted: peaks overlapping the promoter region were first assigned to their corresponding genes; peaks not overlapping any promoter were mapped to the gene associated with the nearest TSS, regardless of distance. All DEGs from RNA-seq were first intersected with genes linked to DEPs from ATAC-seq. These intersected genes were then classified into up-regulated or down-regulated categories based on their expression trends in RNA-seq. Genes with both differential expression and differentially accessible peaks were identified as integrated differential expression genes (IDEGs). Goseq (version 1.0, The Walter and Eliza Hall Institute of Medical Research, Parkville, Australia) [28] was used for Gene Ontology (GO) annotations of the IDEGs. The GO annotations focused on the biological processes, cellular components, and molecular functions. It helps to identify the signaling pathways involved in different molting stages. 

### 2.4. Structural Analysis of Candidate GPCRs

To characterize the molecular architecture of candidate GPCR genes potentially involved in GPCR signaling transduction, a multi-layered structural prediction strategy was employed. Transmembrane domain topology was first analyzed using TMHMM 2.0 [29] (https://services.healthtech.dtu.dk/services/TMHMM-2.0/ (accessed on 5 June 2025)) to identify α-helical membrane-spanning regions. Secondary structure predictions were conducted using PSIPRED 4.0 [30] (https://predictprotein.org/ (accessed on 5 June 2025)) to confirm the presence of periodic α-helical structures within predicted transmembrane domains. For tertiary structure modeling, SWISS-MODEL [31] (https://swissmodel.expasy.org/ (accessed on 5 June 2025)) was utilized to generate the homology-based 3D structures to highlight the transmembrane helix bundle and extracellular ligand-binding domains for potential G-protein interaction sites. Proteins identified by at least two tools as having a hallmark 7-TMH structure were considered as GPCR proteins.

### 2.5. Gene Expression Verification

To validate the differential expression profiles of the GPCR genes identified through integrated ATAC-seq and RNA-seq analyses, RT-qPCR was performed on candidate genes. Crabs in the same batch as those used in ATAC-seq/RNA-seq analysis were collected for RT-qPCR validation. Three biological replicates per period were collected for pre-molt, molt, and post-molt periods, with each consisting of the pooled tissue from three crabs to minimize individual variation. In total, 18 tissue samples from 18 crabs were used, of which 9 samples were used for the validation of gene expressions in D vs. E stages, and the other 9 were used for E vs. A stages. Total RNA was extracted using TRIzol reagent (Invitrogen, San Diego, CA, USA), and cDNA synthesis was carried out with PrimeScript™ RT Master Mix (Takara, Shiga, Japan), employing β-actin as the endogenous control for normalization.

Primers were designed to target conserved coding regions, with amplicon sizes optimized for efficiency (100–200 bp). The primer sequences and efficiencies are shown in Supplementary Table S1. The primer efficiency ranged between 90.72% and 109.53%. The 20-μL reaction mixture included 1 μL of cDNA, 0.4 μM of each primer, and TB Green^®^ Premix Ex Taq™ II (Takara, Japan), amplified on an ABI QuantStudio 5 system under the following conditions: 30 s at 95 °C for initial denaturation, followed by 40 cycles of 5 s at 95 °C and 30 s at 60 °C, with a final melt curve analysis to confirm product specificity. Relative expression levels were calculated using the 2^−ΔΔCt^ method; statistical significance was determined via two-tailed Student’s *t*-tests (*p* ≤ 0.05) with Excel formula functions.

## 3. Results

### 3.1. ATAC-Seq Analysis of Chromatin Accessibility in Different Molting Stages

The ATAC-seq analysis of *E. sinensis* muscle in the molt period uncovered distinctive chromatin accessibility landscapes during this biological process. The results and quality control parameters for ATAC-seq of the three samples in the molt period are shown in Table 1. 

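Walking-leg muscle of 3 molt-period crabs was used for ATAC-seq, an assay in which a transposase cuts accessible chromatin and the cut fragments are sequenced. One library was made per crab. The paper gives 36107288, 24335132 and 35556488 mapped reads for Mu_E_1, Mu_E_2 and Mu_E_3, and the read counts themselves are not used here. The authors called peaks in each library on its own with MACS2, so the libraries can be compared by the overlap of their peaks. Every listed peak has a q-value of 0.05 or less, with the largest at 0.04997. The peak lists were taken as deposited, each distinct interval was counted as 1 peak and each row as 1 summit. Gene positions came from the expression table of the same study, which uses the same sequence names. It lists 21314 genes of the annotation and 7357 further genes whose identifiers mark them as added to it. Only the annotated genes were used for promoters and gene bodies, because the lists of Supplementary Table S2 hold 0 of the added genes. A peak was placed in a promoter if it touched the 2 kb on either side of a transcription start, and otherwise in a gene body if it touched one. The table has no UTR, exon or intron positions, so those classes were not separated.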

The average Q20 and Q30 for the clean reads across the three samples were 94.4% and 87.5%, respectively, indicating high sample quality. The average alignment rate of the clean reads to the reference genome was 75.1%. The number of detected peaks ranged from 44,610 to 52,473, with summit counts ranging from 56,607 to 68,956.

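The peak lists held 52473 peaks and 68956 summits in Mu_E_1, 44610 peaks and 56607 summits in Mu_E_2, and 49831 peaks and 68351 summits in Mu_E_3. The mean was 48971 ± 4001 peaks (SD, n = 3 libraries). The library with the fewest mapped reads, Mu_E_2, also had the fewest peaks. The median peak width was 355 bp, 348 bp and 376 bp in the 3 libraries, and the peaks covered 23.9 Mb, 19.5 Mb and 24.2 Mb. No intervals overlapped within a library, so merging them left the counts as they were. Keeping only peaks with a q-value of 1e-05 or less moved the count most, to 35832, 30079 and 34968 peaks.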

The enriched reads at the structural genes (Figure 1A) suggest that many genes were active and played functional roles in the molt period. In addition, pronounced enrichment of reads was detected at TSS (Figure 1B), which are key regulatory nodes within promoter regions. This indicates active transcription during the molt period. 

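Around the 21314 annotated transcription starts, summits within 500 bp had a density of 357 ± 22.7 per kb per 1000 starts (SD, n = 3 libraries). Between 2 and 3 kb away the density was 67.7 ± 6.07 per kb per 1000 starts. The ratio of the near to the far density was 5.11 in Mu_E_1, 5.49 in Mu_E_2 and 5.25 in Mu_E_3, a mean of 5.28 ± 0.192. This contrast is far larger than the spread between the libraries. It was 6.65 when only starts of genes with an FPKM of at least 1 in every RNA-seq library were used, the alternative that moved it most. Summits were counted here, whereas Figure 1B shows read signal.

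**Figure D1:**
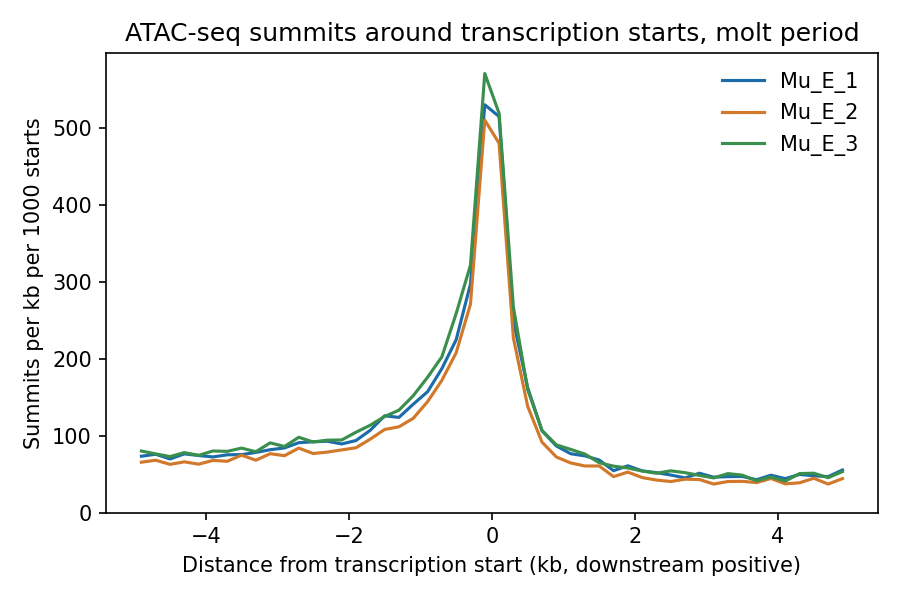
Summits per kb per 1000 transcription starts (vertical axis) against the distance from the start in kb, downstream positive (horizontal axis), in bins along the gene's strand, with 1 line per library. All 3 lines peak at the start and fall on both sides.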

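The RNA-seq library of each crab was set beside the ATAC-seq peaks of the library with the same number, taken as the same crab. A check of that numbering, among the closing observations, found no sign that libraries with the same number go together. A promoter peak was found in 35.7%, 33.4% and 35.7% of the annotated genes of crabs 1, 2 and 3. The median FPKM of genes with a promoter peak was 3.46, 3.28 and 3.64, and that of genes without one was 0.324, 0.225 and 0.223. The difference of the medians on the log2(FPKM + 1) scale was 1.75, 1.80 and 1.92, a mean of 1.83 ± 0.09 (SD, n = 3 crabs). It had the same direction in 3 of 3 crabs, and 3 crabs cannot give a p below 0.25 in a two-sided exact sign test. With a pseudocount of 0.1 the mean difference was 3.33, the alternative that moved it most, since it spreads the many genes near 0. FPKM were also recomputed on each library's own total of RNA fragments, a setting added after the data were examined. The mean difference was then 1.61 ± 0.54, so the close agreement between crabs was not kept on that scale. No other scaling of the libraries was tried for this difference. Of the genes listed at an FPKM of 0, 15.6% ± 1.91 had a promoter peak, against 64.8% ± 3.18 in the highest of 10 equal groups of the expressed genes. From the read enrichment at transcription starts, the paper concludes that transcription was active in the molt period.

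**Figure D2:**
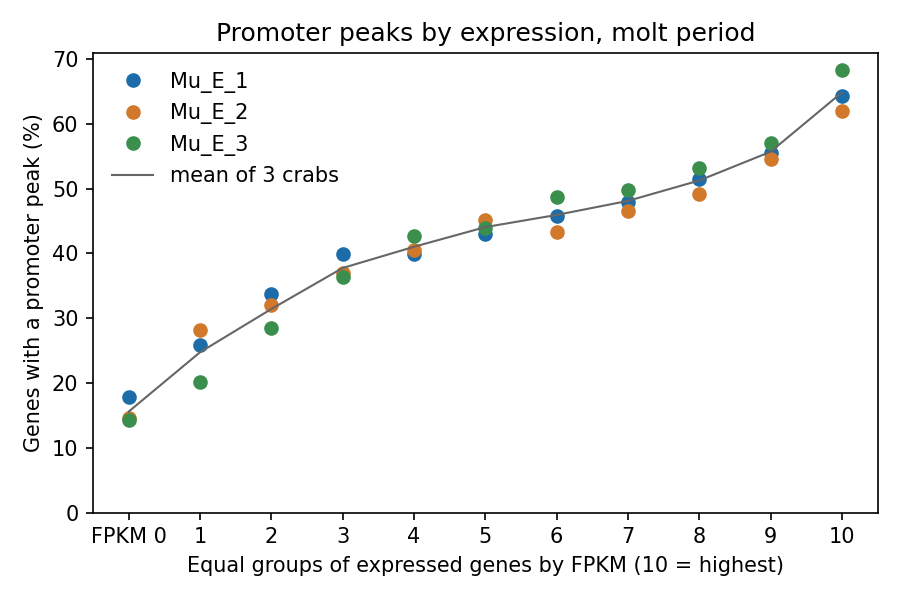
Percent of annotated genes with a promoter peak (vertical axis) in genes at FPKM 0 and in 10 equal groups of the expressed genes from the lowest to the highest FPKM (horizontal axis), with 1 point per crab and a line through the means. The mean is 15.6% at FPKM 0 and 64.8% in the highest group.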

The distribution of peaks in gene functional regions was further analyzed. The percentages of peaks enriched in the functional regions are as follows: Promoter-TSS 26.4%, 5′UTR 0.04%, 3′UTR 0.2%, exon 1.7%, intron 19.1%, downstream 1.4%, and distal intergenic 51.3%. 

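Of the peaks, 17.5% in Mu_E_1, 19.2% in Mu_E_2 and 18.2% in Mu_E_3 touched a promoter, a mean of 18.3% ± 0.878 (SD, n = 3 libraries). Gene bodies outside promoters took 19.8% ± 0.393, and 61.9% ± 0.939 lay outside both. In 100 random placements of the same peaks on the same sequences, promoters took 6.46%, gene bodies 20.8% and the rest 72.8%. Promoters therefore held 2.83 times as many peaks as random placement gave, while gene bodies held 0.954 times and the rest 0.850 times as many. The promoter share was 22.4% when only peaks on the numbered chromosomes were counted, 22.3% with the 7357 added genes, and moved most, to 25.9%, with the added genes and 3 kb promoters together. These 3 settings were chosen after the data were examined. With promoters of 1 kb on each side it was 14.6%.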

The distal intergenic and Promoter-TSS regions exhibited the highest accessibility, highlighting their importance in the transcriptional process. The high accessibility of distal intergenic and Promoter-TSS regions featured many distal regulatory elements that may interact with promoters to modulate gene networks. The structural genes, including introns and exons, show a little lower overall accessibility compared to promoters. This indicates that the expression of certain genes may have only regulatory functions instead of encoding proteins with actual functions. Collectively, these findings highlight the collaborative roles of structural genes, promoter-TSS regions, and intergenic regulatory elements in coordinating molting-associated gene expression.

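In each of the 3 libraries the promoter share of the peaks was below the gene-body share. The gap was within 0.5 percentage points in Mu_E_2, where 19.2% of the peaks lay in promoters and 19.6% in gene bodies, and larger in Mu_E_1 and Mu_E_3, where gene bodies took 19.6% and 20.3%. The order depended on the setting. With promoters of 3 kb on each side, promoters took 21.1% and gene bodies 18.7%. With only peaks at a q-value of 1e-05 or less the shares were 20.2% and 19.5%. These are shares of peaks, not read signal over the genes.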

Spearman correlation analysis of read counts (Figure 1C) in all four molt periods was performed. The result showed robust intra-group consistency, with correlations exceeding 0.90 among replicate samples within the same molting period. This validates the reliability of sample quality and the reproducibility of chromatin accessibility profiles, providing a robust foundation for downstream mechanistic investigations.

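Among the 3 molt-period libraries, 59.3% of the peaks of Mu_E_1, 71.0% of those of Mu_E_2 and 60.9% of those of Mu_E_3 were found in both of the others, with an overlap of at least 1 bp. Between 15.8% and 18.7% of a library's peaks were found in no other library. Over the 6 ordered pairs of libraries, 73.5% ± 6.20 of the peaks were shared (SD over pairs, which are not independent). Sharing depended on the strength of the peak. From 96.6% to 99.7% of the strongest 25% of a library's peaks by q-value were shared with another library, and from 30.0% to 54.7% of the weakest 25%. The median fold enrichment the authors' peak caller gave was 4.77 for peaks of Mu_E_1 found in all 3 libraries and 3.07 for those found in it alone. With an overlap of at least 50% of both peaks, the mean share over pairs was 60.9%. The correlations of Figure 1C were computed on read counts, which are not used here. From those correlations the paper concludes that the accessibility profiles were reproducible.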

Combined with the ATAC-seq data of other molting periods, the DEPs showing regulatory changes of *E. sinensis* muscle across various molting stages are visualized with volcano plots (Figure 2). The ATAC-seq analysis revealed marked dynamic variations in chromatin accessibility across molting stages in *E. sinensis* muscle, and the numbers of DEPs reflect distinct regulatory demands. The transition from the molt period (Mu_E) to the post-molt period (Mu_A) exhibited the highest number of DEPs (6891), likely attributed to extensive transcriptional reprogramming required for muscle recovery from mechanical stress during molting and coordinated exoskeleton hardening. Intermediate DEP counts were observed in the Mu_A vs. Mu_C (6202) and Mu_D vs. Mu_E (5462) stages: the former reflects the down-regulation of molt-specific regulatory programs and reactivation of inter-molt homeostatic networks, while the latter corresponds to the transcriptional coordination of exoskeleton degradation, new cuticle formation, and muscle contraction necessary for molting. In contrast, the Mu_C vs. Mu_D stages yielded the fewest DEPs (1508), consistent with the gradual initiation of early molt preparation involving only modest activation of ecdysteroid-responsive genes without large-scale network rewiring. These findings highlight that the magnitude of chromatin accessibility changes is tightly coupled with the physiological complexity of each molting stage, with the most pronounced regulatory shifts occurring during post-molt tissue repair and exoskeleton maturation and minimal changes during the pre-molt priming phase when homeostasis is still largely maintained.

### 3.2. RNA-Seq Analysis of Gene Expression in Different Molting Stages

The RNA-seq sequencing results and quality-control metrics for the three samples in the molt period are presented in Table 2. 

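Total RNA of the same 3 crabs was sequenced, and the authors deposited FPKM for 28671 genes, each library on its own. The paper gives 23908337, 25329334 and 24617362 mapped reads for Mu_E_1, Mu_E_2 and Mu_E_3. The table holds FPKM and not counts, but a gene's FPKM multiplied by its length came in whole steps in each library, for 100% of the values above 0, against 10.1% after the lengths were shuffled. The steps give 7088747, 7524721 and 7788537 fragments on the listed genes. The depth by which the authors divided was 0.573, 0.514 and 1.43 times those totals, so the FPKM of Mu_E_3 are lower overall than its fragments alone would give. All values at the claims are the authors' FPKM. A gene was counted as detected at an FPKM of at least 1. This gave 12261, 11691 and 11912 genes, a mean of 11955 ± 287 (SD, n = 3 libraries). Counting genes with at least 10 fragments instead was a setting added after the data were examined. It gave 10212, 9522 and 12780 genes, a mean of 10838 ± 1717, with Mu_E_3 the highest. The 10 most abundant genes took 33.6%, 32.5% and 17.8% of the fragments.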

The average clean ratio of the three samples is 96.7%. The mean Q20 and Q30 values across all samples were 96.3% and 91.5%, respectively, demonstrating the high quality of the sequencing libraries. The average mapping efficiency to the reference genome across the three samples was 82.5%.

The robust correlations in gene expression profiles of *E. sinensis* muscle across different molting stages are depicted in the Spearman correlation heatmap (Figure 3). Samples from the post-molt period (Mu_A_1, Mu_A_2, Mu_A_3), molt period (Mu_E_1, Mu_E_2, Mu_E_3), inter-molt period (Mu_C_1, Mu_C_2, Mu_C_3), and pre-molt period (Mu_D_1, Mu_D_2, Mu_D_3) exhibited distinct clustering patterns, with intragroup correlations ranging from 0.8137 to 0.9342. Specifically, inter-molt samples showed strong internal consistency (0.9107–0.9342), mirrored by similarly high values in post-molt (0.8137–0.9209), pre-molt (0.8353–0.9013) and molt (0.8766–0.8878) groups, which underscores the technical reproducibility and biological consistency. 

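The Spearman correlation of FPKM over all 28671 genes was 0.888 between Mu_E_1 and Mu_E_2, 0.877 between Mu_E_1 and Mu_E_3, and 0.878 between Mu_E_2 and Mu_E_3. These are correlations across genes, which are not independent replicates, so no p-value is given. Genes listed at 0 in all 3 libraries numbered 8065 and enter the ranking as ties. Over the 9659 genes with an FPKM of at least 1 in every library, the correlations were 0.873, 0.735 and 0.762 in the same order. That is the alternative with the largest effect, and the pairs with Mu_E_3 fell most. On the log2(FPKM + 1) scale the Pearson correlations were 0.948, 0.905 and 0.913.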

As Spearman correlation coefficients over 0.8 are considered as very strong correlations [32], these results validate the reliability of RNA-seq data and emphasize the stage-specific gene expression patterns critical for molting-associated physiological transitions. These results provide a robust foundation for identifying DEGs and their roles in molting regulation.

Integrated with the RNA-seq data from other molting stages (GSE206233 and GSE281094) [5,6], the DEGs of all the adjacent molting stages were identified (Figure 4). Mu_D vs. Mu_E and Mu_A vs. Mu_C stages exhibited the highest number of DEGs, with 2197 and 2011, respectively, indicating a dramatic transcriptional rewiring likely required for the execution of the molt and the transition from post-molt to inter-molt stages. The Mu_E vs. Mu_A transition presented an intermediate number of DEGs (411) associated with post-molt recovery. However, in the results of ATAC-seq, this stage contained the highest number of DEPs, indicating that although both chromatin accessibility and mRNA expression are related to transcriptional processes, they are not completely identical. The mutual corroboration of the two techniques can further enhance the credibility of the data. Mu_C vs. Mu_D transition showed the fewest DEGs (164), suggesting a preparatory phase with subtle transcriptional priming, which agrees with the results of ATAC-seq.

### 3.3. Integration of ATAC-Seq and RNA-Seq for IDEG Analysis

Through the integrated analysis of ATAC-seq and RNA-seq data, IDEGs exhibiting both differential expression and chromatin accessibility were identified across the four molting stages in *E. sinensis* muscle (Table 3, Supplementary Table S2). The GO enrichment was further analyzed for these IDEGs. During the transition from inter-molt to pre-molt periods (Mu_C vs. Mu_D, Figure 5A), 17 genes showed significant expression changes. These genes were primarily associated with fundamental cellular processes such as biosynthesis of RNA, heterocycle and aromatic compound synthesis processes, DNA-templated transcription and regulation of these biological processes. This might be associated with the physiological preparations for the impending molting process. Notably, the GO enrichment analysis revealed that “RNA biosynthetic process” was most significantly enriched, indicating that the synthesis of large amounts of RNA was required for producing proteins related to the transition from inter-molt to pre-molt periods. At the molecular function level, “transcription regulator activity” and “DNA-binding transcription factor activity” were significantly enriched. This underscores the critical role of transcription factors in precisely controlling the expression of molting-related genes. In addition, the most significant enrichment of “nucleus” at the cellular component level further proved the active transcription process during this stage.

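The Mu_D vs. Mu_E list of Supplementary Table S2 holds 327 up-regulated and 164 down-regulated genes. Only its molt-period libraries were analysed here, so no fold change was computed. The median FPKM of the up-regulated genes was 59.2 in Mu_E_1, 54.9 in Mu_E_2 and 23.3 in Mu_E_3, and that of the down-regulated genes was 5.49, 5.29 and 3.99. The median of all annotated genes was 0.988, 0.811 and 0.934. The up-regulated list was higher than the down-regulated list by 2.88 ± 0.52 on the log2(FPKM + 1) scale (SD, n = 3 libraries), in 3 of 3 libraries. The paper chose these genes partly on these libraries, so this is not independent evidence. An FPKM of at least 1 in all 3 libraries was found for 320 of the 327 up-regulated genes and 124 of the 164 down-regulated genes. A promoter peak in at least 2 libraries was found for 60.2% of the up-regulated genes, at percentile 64.2 of 10000 random lists matched on mean FPKM. For the down-regulated genes the share was 47.0%, at percentile 57.3. Neither list stood apart from genes of like expression by its promoter peaks. The paper chose the lists from genes with an assigned differential peak between the periods compared. Such peaks could not be matched here, only any assigned peak of the molt period. With random lists matched on an assigned peak too, a setting added after the data were examined, the up-regulated share lay below the central 95% (median 71.6%) and the down-regulated share at its lower limit of 47.0% (median 53.0%).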

In the pre-molt to molt stages (Mu_D vs. Mu_E, Figure 5B), 491 IDEGs were identified. The GO enrichment analysis displayed significant enrichment of “response to chemical”, “cellular response to chemical stimulus”, and “response to steroid hormone”. This indicates that the molting process is regulated by diverse chemical signals. The enrichment of “steroid hormone-mediated signaling pathway” emphasized the indispensable role of ecdysteroids in coordinating cellular behaviors and physiological activities through regulating gene expression. It may thereby ensure the smooth progression of molting. At the molecular function level, “steroid binding” and “steroid hormone receptor activity” were significantly enriched. This highlights the initial key step of hormone signal transduction through the binding of ecdysteroids to their respective receptors. This stage includes some typical sterol receptors, such as *gpr161*, which were enriched in “steroid hormone receptor activity” and “steroid hormone-mediated signaling pathway”. This was found in both mice and zebrafish to mediate the signaling regulation [33,34]. At the cellular component level, notable enrichments were found in “extracellular matrix” and “intermediate filament cytoskeleton”. The latter is critical for exoskeleton degradation, structural remodeling, and signal transduction during the mechanical stress of shell shedding and body expansion.

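The Mu_E vs. Mu_A list of Supplementary Table S2 holds 60 up-regulated and 24 down-regulated genes, where down-regulated means lower after the molt. In the molt-period libraries the 24 down-regulated genes had a median FPKM of 37.9, 47.9 and 22.8, and the 60 up-regulated genes one of 3.43, 1.89 and 1.36. The difference on the log2(FPKM + 1) scale was -3.51 ± 0.49 (SD, n = 3 libraries), in the same direction in 3 of 3 libraries. The paper chose these genes partly on these libraries, so this is not independent evidence. A promoter peak in at least 2 libraries was found for 20 of the 24 down-regulated genes, or 83.3%, against a median of 58.3% in expression-matched random lists, at percentile 99.8. It was the only 1 of 6 lists outside the central 95% of random lists matched on FPKM alone. The paper chose the list from genes with an assigned differential peak, which can raise the share by construction. Of the 24 genes, 24 had an assigned peak in at least 2 molt-period libraries. With random lists matched on an assigned peak too, a setting added after the data were examined, the median was 70.8% and the share lay inside the central 95%. With promoters of 1 kb on each side the share was 66.7%, which lay inside its range. For the up-regulated genes the share was 35.0%, at percentile 14.0.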

In molt to post-molt stages (Mu_E vs. Mu_A, Figure 5C), 84 IDEGs were enriched in metabolic processes, including “phosphate-containing compound metabolic process”, “phosphorus metabolic process”, and pathways related to cellular structure organization, such as “cytoskeleton organization” and “cellular component organization”. This underscores the importance of phosphorus metabolism and cytoskeletal assembly when crabs recover after molting. The GO enrichment analysis revealed significant enrichment of “response to chemical stimulus” and “cellular response to chemical stimulus”, suggesting that during this stage, the molting process is regulated by certain chemical signals. The enrichment of hormone-related items, including “hormone-mediated signaling pathway” and “cellular response to hormone stimulus”, indicated the central role of hormones in regulating the expression of molting-related genes. The *mth2* gene was enriched in the “hormone-mediated signaling pathway” in this stage. This has been found to affect the lifespan regulation in fruit flies (*D. melanogaster*) [35]. At the molecular function level, the enrichment of “transcription regulator activity” and “DNA-binding transcription factor activity” reflected the involvement of numerous gene expression changes during molting. The transcriptional regulators may control the molting process by binding to DNA and regulating the transcription of relevant genes.

The post-molt to inter-molt transition (Mu_A vs. Mu_C, Figure 5D) involved 491 IDEGs. The GO enrichment analysis revealed significant enrichments in GO categories closely related to protein phosphorylation and phosphoregulatory functions. These are vital for cellular signal transduction, protein activity modulation, and preparing for the subsequent molting cycle. In the biological process category, terms such as “protein phosphorylation” and “phosphorylation” were prominently enriched. This indicates that protein modification through phosphorylation is actively regulated during the post-molt phase. Phosphorylation serves as a key mechanism for signal transduction. It participates in energy-related metabolism and contributes to the reestablishment of cellular homeostasis. Regarding molecular function, “protein kinase activity” and “phosphotransferase activity, alcohol group as acceptor” were significantly enriched. Protein kinases can mediate the phosphorylation of target proteins, thereby regulating their activity and transmitting signals in molting-associated pathways. These phosphoregulatory functions emphasize the central role of phosphate-mediated modifications in coordinating cellular responses during the post- to inter-molt transition.

The GO enrichment analysis of these stage-specific IDEGs constructs a detailed molecular landscape. The pivotal role of signal transduction in regulating molting-related physiological adaptations is prominently revealed. Signaling-related pathways were almost enriched in all the molting stages. They were found to be possibly correlated with certain critical biological processes for molting, such as exoskeletal organization, cellular component organization and hormonal regulation. The GO enrichment analysis directly linked the transcriptional changes to the coordinated activation of molecular cascades essential for successful ecdysis. These findings highlight that the signaling pathways may act as a central hub in the regulatory networks throughout the molting process and coordinate the integration of diverse biological functions to ensure the seamless progression of the molting cycle in *E. sinensis*.

### 3.4. Signaling Pathway Analysis of IDEGs

In order to further investigate the involvement of signaling transduction in the molting process, the signaling pathways in different molting stages were further analyzed based on the GO enrichment results, except for the Mu_C vs. Mu_D stages, where none of the signaling pathways were enriched. In the Mu_D vs. Mu_E stages (Figure 6A), the “G protein-coupled receptor signaling pathway” (GO:0007186) emerges as the most prominent. It encompasses the highest number of genes (12 genes), which is substantially more than other pathways, such as the cell surface receptor signaling pathway (GO:0007166, 4 genes) and the steroid hormone-mediated signaling pathway (GO:0043401, 3 genes). This dominance underscores the critical role of GPCR signaling in the transition from the pre-molt to molt periods. In the molt to post-molt stages (Mu_E vs. Mu_A, Figure 6B), the GPCR signaling pathway (GO:0007186) remains a key player, though the number of associated genes decreases to 2. Pathways like smoothened signaling (GO:0007224) and steroid hormone-mediated signaling pathway (GO:0043401) also come into play, each with one gene. This shift may reflect the changes in regulatory needs. In the process of Mu_A vs. Mu_C stages (Figure 6C), representing the transition from the post-molt to inter-molt period, the GPCR signaling pathway (GO:0007186) continues to be the most enriched, with 8 genes, followed by steroid hormone-mediated signaling (GO:0043401, 5 genes) and cell surface receptor signaling pathway (GO:0007166, 5 genes). The persistent enrichment of GPCR signaling across all comparisons highlights its fundamental importance in coordinating the physiological changes required for molting. In addition, the varying enrichment of other pathways, such as Wnt signaling (GO:0016055), tyrosine kinase signaling (GO:0007169), and intrinsic apoptosis signaling pathways (GO:0097193) in different stages further illustrates the stage-specific regulatory mechanisms adjusting the molting process in *E. sinensis*.

It is worth noting that none of the genes are active across all the molting stages, even for the same signaling pathway. This situation precisely illustrates the complexity of the molting process in *E. sinensis*. 

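In Supplementary Table S2, 726 genes are listed in 1 comparison, 177 in 2, 1 in 3 and 0 in all 4. The gene in 3 comparisons is evm.TU.CM024136.1.168, which was chosen after its values were seen. In the molt period it was listed at an FPKM of 0.808, 0.424 and 0, which are 4, 2 and 0 fragments in the 3 libraries.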

Even if the same signaling pathway is involved, the genes that are active during different molting stages differ.

### 3.5. Structural Analysis of Candidate GPCR Genes

Through the enrichment analysis of signaling pathways, the GPCR signaling pathway was found to play an important role in almost all molting stages. To characterize the specific GPCRs functioning in different molting stages, the structure of the proteins encoded by the genes in GPCR signaling pathways in different stages was analyzed using TMHMM, PSIPRED and SWISS-MODEL tools to assess the transmembrane helices, secondary structures, and tertiary conformations. The genes in the GPCR signaling pathways were first filtered with the GO function of “G protein-coupled receptor activity” (GO:0004930). Those annotated with GO:0004930 were further confirmed for the structure of associated proteins. The proteins were confirmed as GPCR family members with the confirmation of the canonical seven-transmembrane helical (7-TMH) structure by at least two prediction tools. The predicted structures of these proteins are shown in Supplementary Figures S1–S3.

In the Mu_A vs. Mu_C stages, 8 GPCR genes were initially enriched in GPCR signaling pathways, of which 5 genes (evm.TU.CM024127.1.244, evm.TU.CM024146.1.116, evm.TU.CM024164.1.176, evm.TU.CM024134.1.314, evm.TU.CM024100.1.415) exhibited GPCR activity and then underwent structural validation, while the other three genes (evm.TU.CM024099.1.306, evm.TU.CM024125.1.103, evm.TU.CM024097.1.36) have no GPCR activity according to their GO annotations. As detailed in Table 4, all 5 genes with GPCR activity displayed consistent 7-TMH features.

In the Mu_D vs. Mu_E stages, 12 GPCR genes were enriched, with 7 demonstrating GPCR activity. Structural analysis of these 7 genes confirmed 5 that harbored conserved 7-TMH structures, validating their GPCR membership. In these genes, evm.TU.CM024164.1.176 and evm.TU.CM024127.1.244 were also functioning in the Mu_A vs. Mu_C stages. Evm.TU.CM024165.1.210 (*ADRB2*) showed 8 TMHs based on the prediction of TMHMM, but actually the probability for one of its TMHs is lower than 0.5 (see Supplementary Figure S1). It might be an algorithm-driven over-prediction. TMHMM relies primarily on hydrophobicity profiles, and the short, highly hydrophobic N-terminal segment of crustacean *ADRB2* (with sequence divergence from mammalian templates) is misclassified as an extra transmembrane helix. It is a common limitation of this tool for non-mammalian GPCRs. In addition, both PSIPRED and SWISS-MODEL predicted 7 TMHs for this gene. Therefore, evm.TU.CM024165.1.210 was finally identified to have 7 TMHs, which conforms to the characteristic structure of GPCR.

In the Mu_E vs. Mu_A stages, two genes were found in GPCR signaling pathway, and both of them had GPCR activity. Only evm.TU.CM024134.1.314 showed 7-TMH conformation in all three prediction tools, which was also found in the Mu_A vs. Mu_C stages.

The conserved 7-TMH conformation of GPCRs is critical for transmembrane signal transduction. The consistency of predictions by TMHMM, PSIPRED, and SWISS-MODEL for the candidate genes further validates some of them as GPCR genes. The stage-specific expression patterns provide preliminary evidence for their roles in molting-associated signaling. These findings establish a structural basis for further functional investigations into how these receptors modulate downstream pathways during crustacean molting, contributing to mechanistic insights into discontinuous growth and developmental regulation.

### 3.6. RT-qPCR Verification of GPCR Genes

Some of the GPCR genes involved in different molting stages are duplicated. Excluding the duplicated genes, there are a total of 8 GPCR genes involved in the molting process. 

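The FPKM in the molt period is given for 7 candidate genes, as the mean of the 3 libraries. The highest of them was FMRFaR (evm.TU.CM024127.1.244) at 35.5 ± 20.9 (SD, n = 3). The values of moody (evm.TU.CM024100.1.415), SSTR2 (evm.TU.CM024152.1.288) and mth2 (evm.TU.CM024134.1.314) were 16.7 ± 14.4, 14.7 ± 6.50 and 14.1 ± 5.33. The lowest were gpr161 (evm.TU.CM024164.1.176) at 3.93 ± 3.22, Kpna6 (evm.TU.CM024137.1.63) at 3.60 ± 1.00 and GRM7 (evm.TU.CM024146.1.116) at 2.99 ± 1.98. FMRFaR stood above the others in every library, and moody, SSTR2 and mth2 stood above gpr161, Kpna6 and GRM7 in every library. Within these last sets the order of the genes differed between libraries. Mu_E_3 gave the lowest of the authors' FPKM for all 7 genes. The means of moody, gpr161 and GRM7 rest on Mu_E_1: moody was at 33.2, 9.37 and 7.38 in the 3 libraries, and without Mu_E_1 the means were 8.38, 2.12 and 1.87. With FPKM recomputed on each library's own fragments, the mean of FMRFaR was 22.8, and Mu_E_3 was the lowest library for FMRFaR alone. The lowest was then Mu_E_2 for GRM7, gpr161 and moody, and Mu_E_1 for mth2, Kpna6 and SSTR2. Among genes with at least 10 fragments in every library, the median log2 ratio of Mu_E_3 to Mu_E_1 was 0.86 on that scale. It was -0.46 in the authors' FPKM. The order of the libraries thus depended on the scaling, and neither scale settles it. The other periods' libraries were not analysed here, so these values give 1 side of each comparison.

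**Figure D3:**
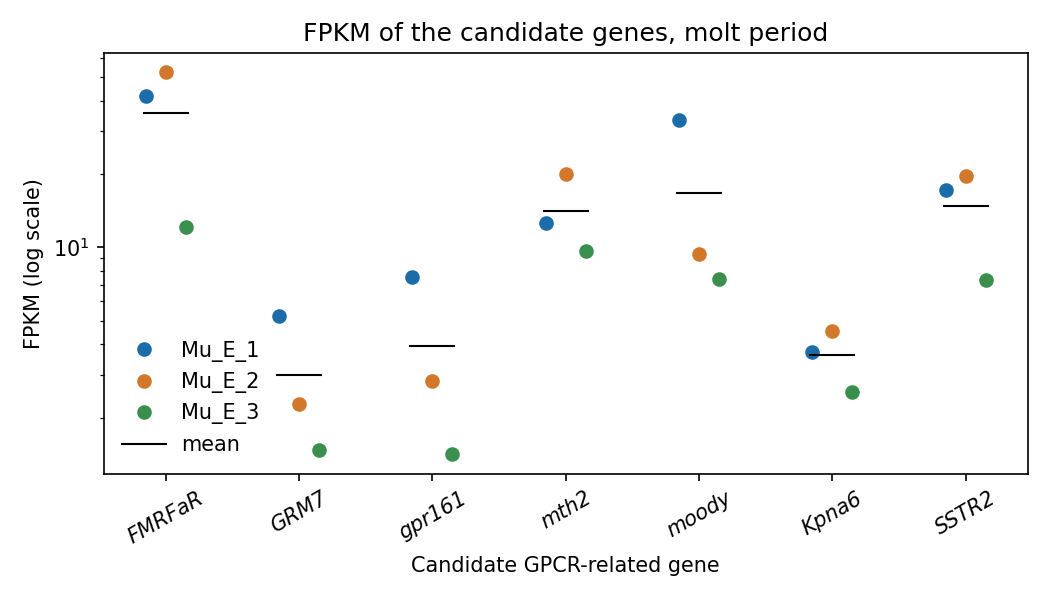
FPKM on a log axis (vertical) of 7 candidate genes (horizontal), with 1 point per molt-period library and a bar at the mean of the 3. FMRFaR lies highest, from 12.1 to 52.4.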

Based on the RNA-seq results, the expression of these genes at different molting stages is shown in Table 5. RT-qPCR was further performed for these genes to validate the sequencing results.

The expression of the five IDEGs in the Mu_A vs. Mu_C stages was verified in our previous work [6], which completely agrees with the results in this work. The samples used in this study were obtained from the same group of crabs as those in our previous paper [6], and all four adjacent transitions (C–D, D–E, E–A, A–C) were analyzed in a unified IDEG framework. Therefore, the data consistency between the two sets of works is ensured. Since these five genes have already been validated by RT-qPCR experiments in the earlier paper, to avoid redundant experimentation, this study does not repeat the validation for the expression of these five genes in the Mu_A vs. Mu_C stages. Therefore, there are five genes (U63, U210, U288, U176, U244) in the Mu_D vs. Mu_E stages and one gene, U314, in the Mu_E vs. Mu_A stages whose expression needs to be validated. The RT-qPCR results are shown in Figure 7. The expression profiles of these genes are consistent with the RNA-seq results.

## 4. Discussion

Based on the ATAC-seq and RNA-seq techniques, the IDEGs across four different molting stages were investigated. The highest number of IDEGs was found in the Mu_D vs. Mu_E and Mu_A vs. Mu_C stages, with both stages including 491 IDEGs. The number of up-regulated genes in the Mu_D vs. Mu_E stages was significantly higher than that of down-regulated genes, whereas the opposite is observed in the Mu_A vs. Mu_C stage. This indicates that a large number of genes are highly expressed to complete biological processes such as energy metabolism and hormone synthesis required for molting. After molting is completed, during the transition from the post-molt to the inter-molt stages, the highly expressed genes gradually return to normal expression levels, entering a long-term stable phase of metabolism and energy storage in preparation for the next molting cycle. In comparison, the number of IDEGs in the Mu_E vs. Mu_A and Mu_C vs. Mu_D stages is relatively small, with only 84 and 17 genes, respectively. This suggests that during the transitional periods at the beginning and termination of molting, regulatory processes in the muscle are accomplished through fine-tuning. These stage-specific expression dynamics reveal a hierarchical regulatory network that coordinates the molting process, from physiological preparation to structural remodeling and finally to post-molting recovery.

Besides the Mu_C vs. Mu_D stages, the other three molting stages exhibit the involvement of distinct signaling pathways. Specifically, nine pathways are active in Mu_A vs. Mu_C, eight in Mu_D vs. Mu_E, and three in Mu_E vs. Mu_A. Three core pathways are shared across these transitions: the GPCR signaling, steroid hormone-mediated signaling, and smoothened signaling pathways. Among these, the GPCR signaling pathway consistently harbors the highest number of IDEGs in each stage, underscoring its pivotal role as the central signaling hub during molting. The smoothened signaling pathway is a core component of the Hedgehog (Hh) cascade. It is centered on the key gene *Smo*, encoding protein Smoothened. This pathway is defined as “The series of molecular signals generated as a consequence of activation of the transmembrane protein Smoothened” in the Gene Ontology database. In this work, mucin-5AC-like, SUN domain-containing ossification factor, and bone morphogenetic protein genes were annotated to the smoothened signaling pathway. It is hypothesized that the smoothened signaling pathway may have a relationship with shell development during molting of *E. sinensis*.

In both fruit flies (*Drosophila melanogaster)* and cotton bollworms (*Helicoverpa armigera*), GPCRs have been found to receive the 20E signal, rapidly alter calcium levels, induce protein phosphorylation, and regulate gene transcription related to molting development, as well as the insect metamorphosis process [36,37]. In this work, GPCRs represent the most prominent regulatory components across molting stages in the muscle of *E. sinensis*, with distinct expression profiles shaping their functional diversity. In the Mu_A vs. Mu_C stages, the GPCR signaling pathway includes 5 genes with GPCR activity and characteristic structure: 1 up-regulated gene (*moody*) and 4 down-regulated genes (*GRM7*, *FMRFaR*, *mth2*, *gpr161*). These genes likely coordinate the transition from post-molt muscle remodeling to inter-molt stabilization.

The gene *gpr161* was down-regulated in the Mu_A vs. Mu_C stages and up-regulated in the Mu_D vs. Mu_E stages. It has been found to play a central role in development by regulating the hedgehog signaling pathway in both mice and zebrafish [33,34]. 

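On its sequence of the assembly the study used, gpr161 runs from 4971576 to 5026795 on the plus strand. In the molt period its FPKM was 7.55, 2.83 and 1.41 in Mu_E_1, Mu_E_2 and Mu_E_3, which are 160, 57 and 82 fragments. None of the 3 libraries had a peak in its promoter. A peak in its gene body, with summits at 4994481, 4994512 and 4994491, was found in all 3.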

Research on the structure of *gpr161* indicates that it can regulate signaling pathways by binding to sterols [38]. Therefore, it is hypothesized that *gpr161* might affect the molting process through potential interactions with the sterol hormone-mediated signaling pathway based on its highest activity during the molt and post-molt periods.

The gene *FMRFaR* was also down-regulated in the Mu_A vs. Mu_C stages and up-regulated in the Mu_D vs. Mu_E stages. It is a receptor for FMRFamide. 

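For FMRFaR, which runs from 6277784 to 6280715 on the plus strand, the molt-period FPKM was 42.0, 52.4 and 12.1, from 213, 253 and 168 fragments. No peak was found in its promoter or gene body in any library, and the nearest peak to its transcription start was 12913, 44116 and 13088 bp away. A gene can be expressed with no called peak at its start, and a peak below the caller's threshold would not be listed.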

*FMRFaR* was found to mediate the intracellular calcium signaling, thereby playing an important role in maintaining neuronal excitability and regulating flight duration in fruit flies (*D. melanogaster*) [39]. In addition, *FMRFaR* can influence the locomotor behavior of the myrid bug (*Apolygus lucorum*) through energy metabolism pathways and motor protein-related pathways [40]. It is therefore hypothesized that in *E. sinensis*, *FMRFaR* may affect the muscle movement during molting by modulating neural signaling, metabolic pathways, and motor proteins. It exerts the greatest activity in the molt and post-molt periods.

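mth2 (evm.TU.CM024134.1.314) runs from 13395350 to 13427538 on the minus strand. Its molt-period FPKM was 12.6, 20.0 and 9.65 in Mu_E_1, Mu_E_2 and Mu_E_3, from 199, 301 and 419 fragments. A peak covered its transcription start in all 3 libraries, with summits at 13427593, 13427578 and 13427591. The authors' fold enrichment at these summits was 4.45, 7.13 and 7.54. A further peak in the gene body was also found in each library.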

The gene *mth2* was found to be down-regulated in the Mu_A vs. Mu_C stages and up-regulated in the Mu_E vs. Mu_A stages. It has been found to affect the lifespan regulation and oxidative stress resistance in fruit flies (*D. melanogaster*) [35]. In addition, it is a possible genetic marker for normal pigmentation development in shrimp [41]. It exerts the greatest activity in the post-molt period in *E. sinensis*.

Besides the genes with differential expression across stages, there are two unique IDEGs in the Mu_A vs. Mu_C stages (*GRM7* and *moody*). *GRM7* encodes the metabotropic glutamate receptor 7, which is essential for modulating neurotransmission in humans [42]. A mutant of *GRM7* may induce neurodevelopmental disorder. *moody* was found to mediate a signaling pathway in glial cells and regulate the nervous system insulation and influence sleep. Therefore, it is hypothesized that *GRM7* and *moody* may regulate the termination of molting by influencing the nervous system and neurotransmission in muscle.

There are three IDEGs unique in the Mu_D vs. Mu_E stages (*Kpna6*, *ADRB2*, *SSTR2*), which were verified to be up-regulated. 

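Kpna6 runs from 2656532 to 2657725 on the plus strand and rested on few fragments, 18, 21 and 34 in the 3 molt-period libraries. Its promoter had a peak in all 3 libraries, with summits upstream of the start at 2656199, 2655934 and 2656200. SSTR2 runs from 8660497 to 8662106 on the minus strand, with 113, 122 and 132 fragments. A peak within 2 kb of its start was found in all 3 libraries, but the summits at 8660326, 8659379 and 8660377 lie beyond the other end of this short gene.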

*Kpna6* encodes a karyopherin alpha protein that interacts with the Keap1 protein, promotes the nuclear import of Keap1, and attenuates Nrf2 signaling. It plays a crucial role in regulating the Nrf2-dependent antioxidant response and maintaining cellular redox homeostasis [43]. *ADRB2* encodes the beta-2 adrenergic receptor. *SSTR2* encodes the somatostatin receptor 2. Both *ADRB2* and *SSTR2* are associated with signaling pathways and participate in cellular regulation through signal modulation. They have been widely studied in the treatment of diseases such as mammalian cancers and cardiomyopathy [44,45,46]. The differential expression of these genes suggests that the transition from the pre-molt to molt stages in *E. sinensis* may be related to signaling regulation mediated by nuclear transport, adrenergic receptors and somatostatin receptors.

Notably, the 7-TMH structure of these GPCRs and their function as the signaling receptor involved in cellular regulation are conserved across *Drosophila*, vertebrates, and *E. sinensis*. However, their specific contributions to crustacean molting remain speculative without direct functional validation, which needs to be further investigated. The differential engagement of GPCRs and their associated pathways across molting stages underscores the complexity of discontinuous crustacean growth. Unlike linear developmental processes, molting requires precise temporal coordination of gene expression, and GPCRs emerge as critical nodes linking hormonal cues to cellular responses. The stage-specific expression patterns highlight the dynamic rewiring of GPCR-mediated signaling, tailored to the physiological demands of each stage. The muscle-specific regulation observed here provides a mechanistic bridge between endocrinology and tissue adaptation, a previously understudied interface in crustacean biology.

These findings not only deepen our understanding of *E. sinensis* molting but also offer a comparative framework for studying discontinuous growth in other crustaceans and arthropods. Future investigations could explore the upstream regulators of GPCRs (e.g., hormone donors) and downstream effectors (e.g., calcium signaling pathways), unraveling the hierarchical control of molting. Ultimately, decoding these signaling networks may inform aquaculture practices, addressing challenges like molting disorders and premature maturation, thereby enhancing the sustainability of crustacean farming.

Environmental factors are also important external signals regulating the molting cycle of *E. sinensis*. Cues such as temperature and food can form coordinated regulation with the molecular mechanisms identified in this study through hormone-mediated signaling pathways. An optimal temperature (e.g., 20 ± 1 °C in this study) can promote the synthesis of molting hormone 20E and activate the expression of core genes in the GPCR signaling pathway. In addition, sufficient nutrition provides the material basis for energy metabolism, structural reconstruction, and regulation of gene expression. Certain substances involved in the signaling pathways for regulation of gene expression need to be synthesized through the consumption of nutrients. For example, the synthesis of steroid hormones in steroid hormone-mediated signaling pathways requires the intake of cholesterol as a substrate, and the synthesis of the receptors in signaling pathways needs amino acids as the raw materials. The proper aquaculture environment in this study ensured the stability of molting stages and laid a foundation for analyzing the regulatory association between environment and molecular pathways. Future research can focus on exploring the response patterns of candidate genes under environmental stresses to improve the comprehensive understanding of molting regulation.

In addition, some limitations still exist in this study. Firstly, samples from the inter-molt (C), pre-molt (D), and post-molt (A) stages were derived from our previously published work [5,6], while only the molt (E) stage samples were newly released. It is good that these samples were taken from the same batch of crabs, so the consistency of their growth environment can be guaranteed. Secondly, the sample size of three crabs per stage is relatively small, which is a common constraint in crustacean molting studies. It is challenging to obtain a large number of synchronized molting-stage individuals because molting is asynchronous and juvenile crabs are sensitive to environmental stress. Third, functional validation of these GPCRs is lacking, which limits the confirmation of the direct causal roles of the identified GPCRs in molting regulation. Therefore, a wider and larger size of sample collection is needed in further studies, and 20E induction, GPCR silence/overexpression, and MIH silencing can be conducted to verify the functional validity of candidate GPCR genes and clarify their regulatory roles in the molting signaling pathway in future research.

## 5. Conclusions

Molting is a crucial physiological process that affects the growth and development of *E. sinensis*. Abnormalities in the molting process may significantly impact both the survival rate and quality of the crabs. The regulatory mechanisms vary across different stages of the molting cycle. In this work, ATAC-seq and RNA-seq were integrated to analyze the signaling pathways involved in adjacent molting stages. The results revealed that the GPCR signaling, steroid hormone-mediated signaling, and smoothened signaling pathways were all involved in regulating three molting stages, with the GPCR signaling pathway playing a dominant role across all three stages. Further structural analysis and RT-qPCR experiments validated 8 GPCRs participating in the molting process. Among them, *GRM7* and *moody* are specific to the Mu_A vs. Mu_C stages; *Kpna6*, *ADRB2*, and *SSTR2* are unique to the Mu_D vs. Mu_E stages; *FMRFaR* and *gpr161* function in both the Mu_A vs. Mu_C and Mu_D vs. Mu_E stages; and *mth2* was identified in both the Mu_A vs. Mu_C and Mu_E vs. Mu_A stages. These findings provide a set of candidate signaling genes and pathways that may be useful targets for future functional studies and, ultimately, for genetic improvement strategies.

## Figures and Tables

**Figure 1:**
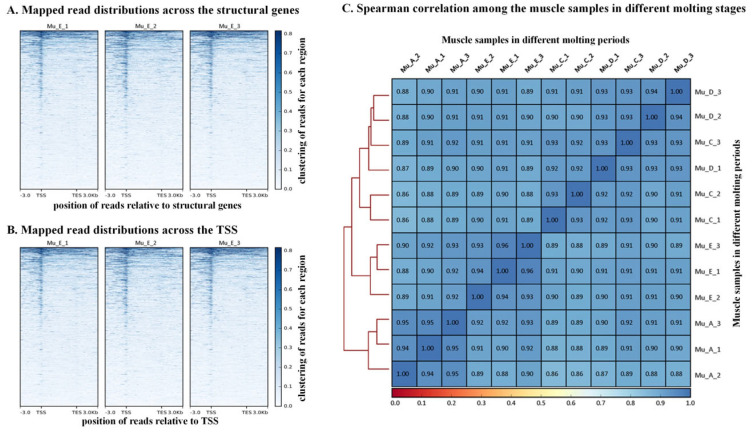
Quality control results of the ATAC-seq analysis. “A” represents the post-molt period, “C” stands for the inter-molt period, “D” refers to the pre-molt period, and “E” indicates the molt period.

**Figure 2:**
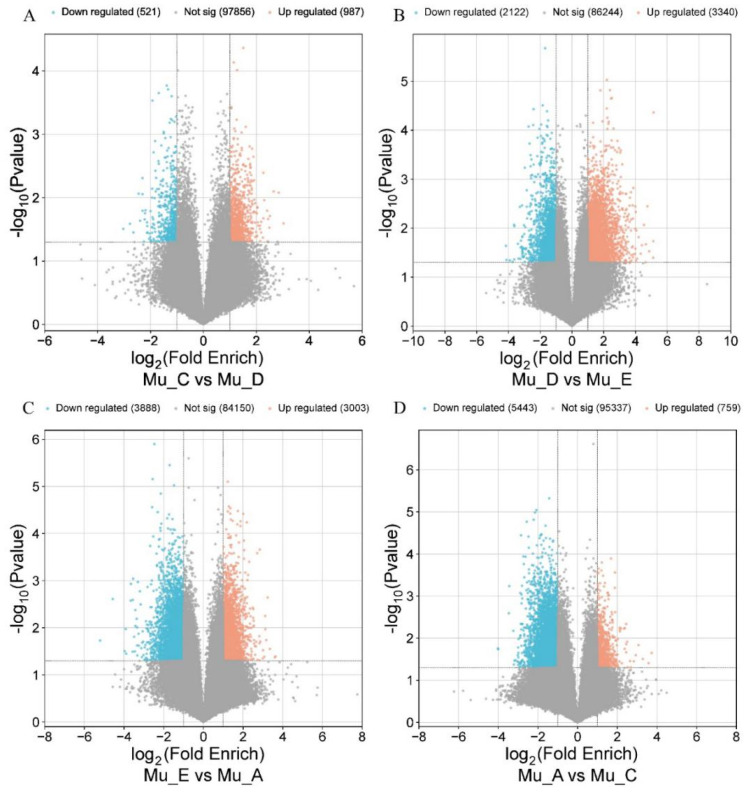
DEPs identified by ATAC-seq in *E. sinensis* muscle across different molting stages. (**A**) Comparison between inter-molt and pre-molt periods; (**B**) Comparison between pre-molt and molt periods; (**C**) Comparison between molt and post-molt periods; (**D**) Comparison between post-molt and inter-molt periods.

**Figure 3:**
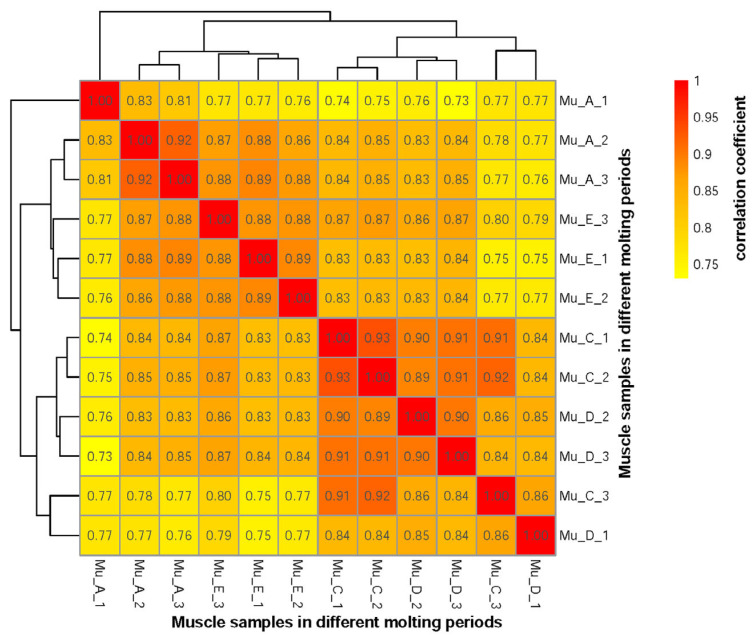
Spearman correlation heatmap of samples from *E. sinensis* muscle across different molting periods. Mu_A: sample in the post-molt period of muscle. Mu_C: sample in the inter-molt period of muscle. Mu_D: sample in the pre-molt period of muscle. Mu_E: sample in the molt period of muscle.

**Figure 4:**
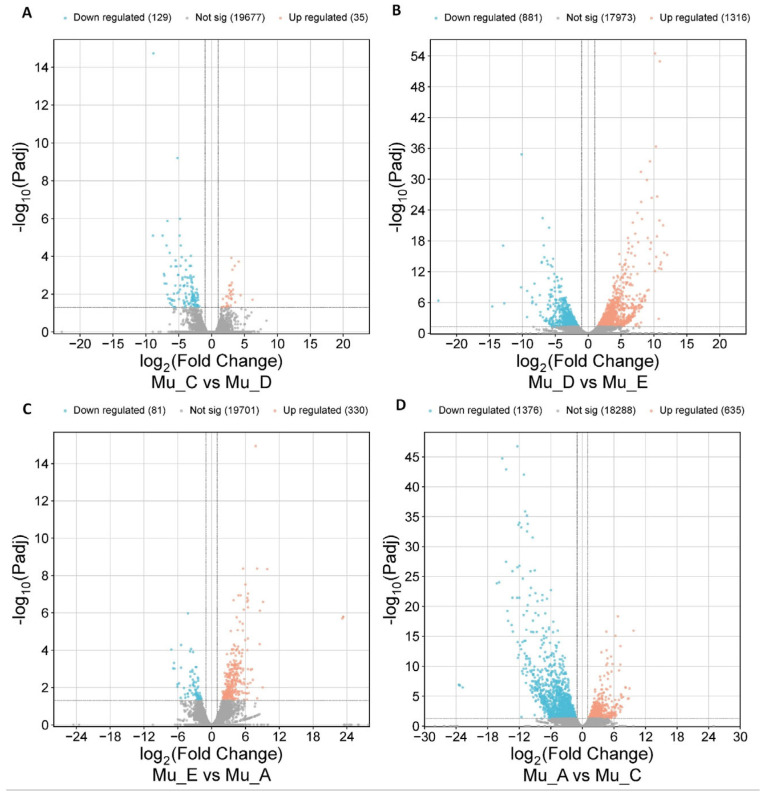
The DEGs from RNA-seq in *E. sinensis* muscle across different molting stages. (**A**) Comparison between inter-molt and pre-molt periods; (**B**) Comparison between pre-molt and molt periods; (**C**) Comparison between molt and post-molt periods; (**D**) Comparison between post-molt and inter-molt periods.

**Figure 5:**
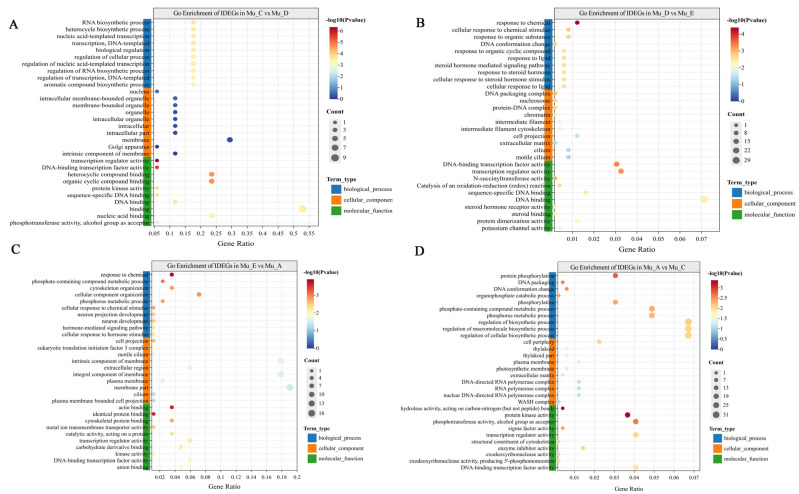
GO enrichment analysis of IDEGs across four molting stages in E. sinensis muscle. (**A**): Mu_C vs. Mu_D stages, (**B**): Mu_D vs. Mu_E stages, (**C**): Mu_E vs. Mu_A stages, (**D**): Mu_A vs. Mu_C stages.

**Figure 6:**
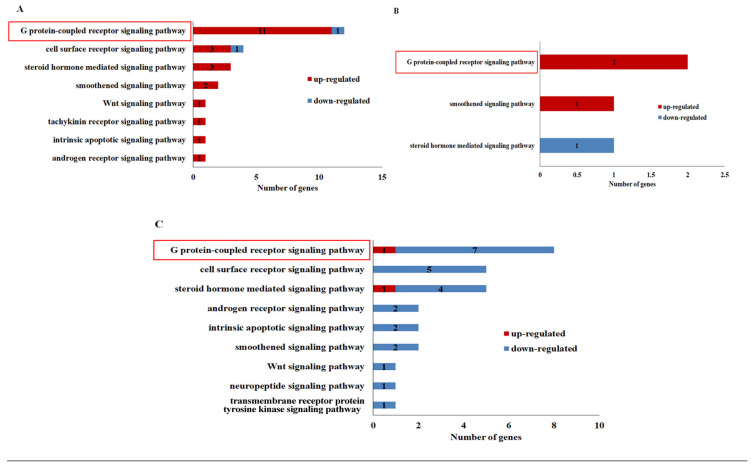
Enrichment analysis of signaling pathways across different molting stages. (**A**): Mu_D vs. Mu_E stages, (**B**): Mu_E vs. Mu_A stages, (**C**): Mu_A vs. Mu_C stages. The GO enrichment analysis was conducted with Goseq [28], and the bar chart output was generated with Excel. The GPCR signaling pathway dominating most of the molting stages is highlighted with red rectangle.

**Figure 7:**
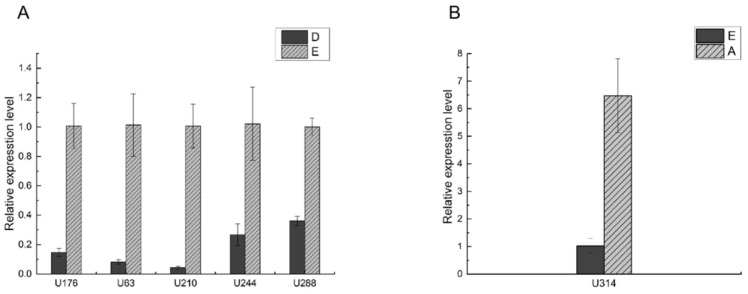
The results of RT-qPCR for the candidate GPCR genes. (**A**) Results for the candidate GPCR genes in the Mu_D vs. Mu_E stages; (**B**) Results for the candidate GPCR gene in the Mu_E vs. Mu_A stages. The abbreviation in this figure is cross-referenced with Table 5.

**Table 1:** Results of ATAC-seq analysis of *E. sinensis* muscle in the molt period.

Sample	Clean Reads	Clean Ratio	Q20	Q30	Mapped Reads ^1^	Peak	Summits
Mu_E_1	43,217,675	67.5%	93.8%	86.0%	36,107,288 (83.6%)	52,473	68,956
Mu_E_2	41,023,204	61.9%	95.3%	89.3%	24,335,132 (59.3%)	44,610	56,607
Mu_E_3	43,139,257	68.3%	94.2%	87.3%	35,556,488 (82.4%)	49,831	68,351

^1^ The number of reads mapped to non-mitochondrial regions (the percentage in parentheses represents the percentage of reads mapped to non-mitochondrial regions relative to clean reads).

**Table 2:** Results of RNA-seq analysis of *E. sinensis* muscle in the molt period.

Sample	Clean Reads	Clean Ratio	Q20	Q30	Mapped Reads ^1^
Mu_E_1	28,862,970	96.7%	96.3	91.4	23,908,337 (82.8%)
Mu_E_2	30,411,926	97.3%	96.3	91.5	25,329,334 (83.3%)
Mu_E_3	30,257,948	95.9%	96.4	91.6	24,617,362 (81.4%)

^1^ The number of reads mapped to non-mitochondrial regions (the percentage in parentheses represents the percentage of reads mapped to non-mitochondrial regions relative to clean reads).

**Table 3:** IDEGs in each molting stage based on the integrated analysis.

Molting Stage	IDEGs	Up-Regulated IDEGs	Down-Regulated IDEGs
Mu_C vs. Mu_D	17	12	5
Mu_D vs. Mu_E	491	327	164
Mu_E vs. Mu_A	84	60	24
Mu_A vs. Mu_C	491	40	451

**Table 4:** Structural predictions for candidate GPCRs across different molting stages.

Stage	Code	Gene ID	Gene Name	TMHMM ^1^	PSIPRED ^2^	SWISS-MODEL ^3^
Mu_A vs. Mu_C	U244	evm.TU.CM024127.1.244	*FMRFaR*	6	7	7
	U116	evm.TU.CM024146.1.116	*GRM7*	7	7	7× 2
	U176	evm.TU.CM024164.1.176	*gpr161*	7	7	7
	U314	evm.TU.CM024134.1.314	*mth2*	7	7	7
	U415	evm.TU.CM024100.1.415	*moody*	7	7	7
Mu_D vs. Mu_E	U176	evm.TU.CM024164.1.176	*gpr161*	7	7	7
	U63	evm.TU.CM024137.1.63	*Kpna6*	7	7	7
	U210	evm.TU.CM024165.1.210	*ADRB2*	8	7	7
	U244	evm.TU.CM024127.1.244	*FMRFaR*	6	7	7
	U288	evm.TU.CM024152.1.288	*SSTR2*	7	7	7
	U276	evm.TU.CM024144.1.276	*rhodopsin-like*	1	1	2
	U157	evm.TU.CM024104.1.157	*HTR4*	6	6	7
Mu_E vs. Mu_A	U314	evm.TU.CM024134.1.314	*mth2*	7	7	7
	U66	evm.TU.CM024136.1.65_evm.TU.CM024136.1.66	*sky*	0	2	7

^1^ number of TMHs predicted by TMHMM; ^2^ number of TMHs predicted by PSIPRED; ^3^ number of TMHs predicted by SWISS-MODEL.

**Table 5:** Expression of GPCRs in different molting stages.

Code	Gene ID	Gene Name	Stage	Log_2_FoldChange	Duplicated
U116	evm.TU.CM024146.1.116	*GRM7*	Mu_A vs. Mu_C	−7.62	NA
U415	evm.TU.CM024100.1.415	*moody*	Mu_A vs. Mu_C	1.97	NA
U63	evm.TU.CM024137.1.63	*Kpna6*	Mu_D vs. Mu_E	3.22	NA
U210	evm.TU.CM024165.1.210	*ADRB2*	Mu_D vs. Mu_E	4.53	NA
U288	evm.TU.CM024152.1.288	*SSTR2*	Mu_D vs. Mu_E	2.06	NA
U176	evm.TU.CM024164.1.176	*gpr161*	Mu_A vs. Mu_C	−1.78	duplicated in two stages
			Mu_D vs. Mu_E	2.07	
U244	evm.TU.CM024127.1.244	*FMRFaR*	Mu_A vs. Mu_C	−3.99	duplicated in two stages
			Mu_D vs. Mu_E	2.96	
U314	evm.TU.CM024134.1.314	*mth2*	Mu_A vs. Mu_C	−2.14	duplicated in two stages
			Mu_E vs. Mu_A	1.92	

## Data Availability

The data presented in this study are openly available in GEO database with the reference number GSE299867.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biom16010108/s1, Supplementary Table S1. Primer sequences and efficiencies for candidate GPCR genes and housekeeping genes in RT-qPCR experiment. Supplementary Table S2. List of IDEGs. Supplementary Figure S1. Results of structure analysis with TMHMM for candidate GPCRs. Supplementary Figure S2. Results of structure analysis with PSIPRED for candidate GPCRs. Supplementary Figure S3. Results of structure analysis with SWISS-MODEL for candidate GPCRs.

## References

[1] Mykles D.L. (2021). Molting in crustaceans: A complex regulatory process. Front. Endocrinol..

[2] Kang X., Tian Z., Wu J., Mu S. (2012). Molt stages and digestive enzyme activity in *Eriocheir sinensis*. J. Fish. China.

[3] Chang E.S., Mykles D.L. (2011). Regulation of crustacean molting. Gen. Comp. Endocrinol..

[4] Yue W., Chen Y., Chen X., Hou X., Wang J., Wang C. (2021). Physiological and gene expression profiles of leg muscle provide insights into molting-dependent growth of Chinese mitten crab (*Eriocheir sinensis*). Reprod. Breed..

[5] Sun Z., Li J., Lv L., Gou Y., Wang B., Hao T. (2022). Integration of ATAC-seq and RNA-seq identifies active G-protein coupled receptors functioning in molting process in muscle of *Eriocheir sinensis*. Front. Mar. Sci..

[6] Wang B., Li J., Zhang M., Li A., Song Z., He Z., Sun J. (2025). Integration of ATAC-seq and RNA-seq reveals signal regulation during post-molt and inter-molt stages in muscle of *Eriocheir sinensis*. Front. Mar. Sci..

[7] Wang Y., Yang Z.G., SHEN C., Yao Q.Q., Zeng Q.T., Liu Q.B., Cheng Y.Q. (2014). The full length cDNA cloning and expression analysis of EcR from the Chinese mitten crab (*Eriocheir sinensis*). J. Fish. China.

[8] Wang Y., Yang Z.G., Guo Z.H., Yao Q.Q. (2013). The full length cDNA cloning and expression analysis of RXR from the Chinese mitten crab (*Eriocheir sinensis*). J. Fish. China.

[9] Yao Q.Q., Yang Z.G., Wang Y., Guo Z.H., Liu Q.B., Shi Q.Y., Cheng Y.X. (2015). Full length cDNA cloning of the chitinase gene (HXchit) and analysis of expression during the molting cycle of the Chinese mitten crab, *Eriocheir sinensis*. J. Fish. Sci..

[10] Wang W., Wu X.G., Xu L., Yao Q.Q., Cheng Y.X. (2015). Expression analysis of Myostatin during molting cycle in *Eriocheir sinensis*. J. Shanghai Ocean Univ..

[11] Hou X., Yang H., Chen X., Wang J., Wang C. (2021). RNA interference of mTOR gene delays molting process in *Eriocheir sinensis*. Comp. Biochem. Physiol. Part B Biochem. Mol. Biol..

[12] Huang S., Wang J., Yue W., Chen J., Gaughan S., Lu W., Lu G., Wang C. (2015). Transcriptomic variation of hepatopancreas reveals the energy metabolism and biological processes associated with molting in Chinese mitten crab, *Eriocheir sinensis*. Sci. Rep..

[13] Tian Z., Jiao C. (2019). Molt-dependent transcriptome analysis of claw muscles in Chinese mitten crab *Eriocheir sinensis*. Genes Genom..

[14] Li J., Sun J., Dong X., Geng X., Qiu G. (2019). Transcriptomic analysis of gills provides insights into the molecular basis of molting in Chinese mitten crab (*Eriocheir sinensis*). PeerJ.

[15] Buenrostro J.D., Wu B., Chang H.Y., Greenleaf W.J. (2015). ATAC-seq: A method for assaying chromatin accessibility genome-wide. Curr. Protoc. Mol. Biol..

[16] Liu G., Li X., Zhang Y., Wang X. (2023). Multi-omics integration identifies key regulatory networks during crustacean molting. Aquac. Res..

[17] Corces M.R., Trevino A.E., Hamilton E.G., Greenside P.G., Sinnott-Armstrong N.A., Vesuna S., Satpathy A.T., Rubin A.J., Montine K.S., Wu B. (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat. Methods.

[18] Jiang H., Lei R., Ding S.W., Zhu S. (2014). Skewer: A fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinf.

[19] Li H., Durbin R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics.

[20] Ramirez F., Dundar F., Diehl S., Gruning B.A., Manke T. (2014). deepTools: A flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[21] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., Nusbaum C., Myers R.M., Brown M., Li W. (2008). Model-based analysis of ChIP-seq (MACS). Genome Biol..

[22] Yu G., Wang L.G., He Q.Y. (2015). ChIPseeker: An R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[23] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[24] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[25] Andrews S. (2020). FastQC: A quality control tool for high throughput sequence data. Soil.

[26] Kim D., Langmead B., Salzberg S.L. (2015). HISAT: A fast spliced aligner with low memory requirements. Nat. Methods.

[27] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[28] Young M.D., Wakefield M.J., Smyth G.K., Oshlack A. (2010). Gene ontology analysis for RNA-seq: Accounting for selection bias. Genome Biol..

[29] Krogh A., Larsson B., von Heijne G., Sonnhammer E.L.L. (2001). Predicting transmembrane protein topology with a hidden Markov model: Application to complete genomes. J. Mol. Biol..

[30] Hennig M., Bermel W., Spencer A., Dobson C.M., Smith L.J., Schwalbe H. (1999). Side-chain conformations in an unfolded protein: χ1 distributions in denatured hen lysozyme determined by heteronuclear 13C, 15N NMR spectroscopy. J. Mol. Biol..

[31] Waterhouse A., Bertoni M., Bienert S., Studer G., Tauriello G., Gumienny R., Heer F.T., de Beer T.A.P., Rempfer C., Bordoli L. (2018). SWISS-MODEL: Homology modelling of protein structures and complexes. Nucleic Acids Res..

[32] Akoglu H. (2018). User’s guide to correlation coefficients. Turk. J. Emerg. Med..

[33] Tschaikner P.M., Regele D., Rock R., Salvenmoser W., Meyer D., Bouvier M., Geley S., Stefan E., Aanstad P. (2021). Feedback control of the Gpr161-G(alphas)-PKA axis contributes to basal Hedgehog repression in zebrafish. Development.

[34] Hwang S.H., Somatilaka B.N., White K., Mukhopadhyay S. (2021). Ciliary and extraciliary Gpr161 pools repress hedgehog signaling in a tissue-specific manner. eLife.

[35] Song W., Ranjan R., Dawson-Scully K., Bronk P., Marin L., Seroude L., Lin Y.-J., Nie Z., Atwood H.L., Benzer S. (2002). Presynaptic regulation by the GPCR methuselah in Drosophila. Neuron.

[36] Zhao X.F. (2020). G protein-coupled receptors function as cell membrane receptors for the steroid hormone 20-hydroxyecdysone. Cell Commun. Signal..

[37] Wang D., Zhao W.L., Cai M.J., Wang J.X., Zhao X.F. (2015). G-protein-coupled receptor controls steroid hormone signaling in cell membrane. Sci. Rep..

[38] Hoppe N., Harrison S., Hwang S.H., Chen Z., Karelina M., Deshpande I., Suomivuori C.M., Palicharla V.R., Berry S.P., Tschaikner P. (2024). GPR161 structure uncovers the redundant role of sterol-regulated ciliary cAMP signaling in the Hedgehog pathway. Nat. Struct. Mol. Biol..

[39] Ravi P., Trivedi D., Hasan G. (2018). FMRFa receptor stimulated Ca2+ signals alter the activity of flight modulating central dopaminergic neurons in Drosophila melanogaster. PLoS Genet..

[40] Gao H., Tian Y., Zhang H., Li Y., Li C., Li B. (2024). Species-specific duplicated FMRFaR-like gene A62 regulates spontaneous locomotion in Apolygus lucorum. Pest Manag. Sci..

[41] Huang C.W., Chu P.Y., Wu Y.F., Chan W.R., Wang Y.H. (2020). Identification of functional SSR markers in freshwater ornamental shrimps Neocaridina denticulata using transcriptome sequencing. Mar. Biotechnol..

[42] Freitas G.A., Niswender C.M. (2023). GRM7 gene mutations and consequences for neurodevelopment. Pharmacol. Biochem. Behav..

[43] Sun Z., Wu T., Zhao F., Lau A., Birch C.M., Zhang D.D. (2011). KPNA6 (Importin alpha7)-mediated nuclear import of Keap1 represses the Nrf2-dependent antioxidant response. Mol. Cell. Biol..

[44] Wu F.Q., Fang T., Yu L.X., Lv G.S., Lv H.W., Liang D., Li T., Wang C.Z., Tan Y.X., Ding J. (2016). ADRB2 signaling promotes HCC progression and sorafenib resistance by inhibiting autophagic degradation of HIF1alpha. J. Hepatol..

[45] Kulik G. (2019). ADRB2-Targeting Therapies for Prostate Cancer. Cancers.

[46] Duan F., Li L., Liu S., Tao J., Gu Y., Li H., Yi X., Gong J., You D., Feng Z. (2024). Cortistatin protects against septic cardiomyopathy by inhibiting cardiomyocyte pyroptosis through the SSTR2-AMPK-NLRP3 pathway. Int. Immunopharmacol..

How the deposited data were processed for this re-analysis (not part of the article)

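The data are 6 libraries from walking-leg muscle of 3 crabs in the molt period, with 1 ATAC-seq and 1 RNA-seq library per crab. The libraries of the other periods belong to earlier studies and were not analysed here, so no differential peak, differentially expressed gene, IDEG, GO term or RT-qPCR result was recomputed. The labels give the stage as D in one place and as E in the sample titles. The paper's period E was used.

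For ATAC-seq, the authors trimmed reads with skewer 0.2.2, aligned them with BWA, kept properly paired non-mitochondrial reads and called peaks in each library with MACS2 2.1.2. The deposited lists give each peak's position, a score, a fold enrichment (a ratio to the local background) and the −log10 of its p-value and q-value. The authors' fold enrichment and q-value were used here to describe, rank and filter peaks within a list, and the authors' score was not used further. For RNA-seq, the authors trimmed reads with Trimmomatic 0.39, aligned them with Hisat2 2.0.5 and counted fragments with FeatureCounts 1.5.0-p3. The deposited table gives the authors' FPKM per gene with the gene's position and length. The text of the paper does not name the annotation version or a shift of the ATAC-seq reads for the transposase.

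From these files, peaks were counted, overlapped between libraries with at least 1 bp, and placed by gene region with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. The promoter was 2 kb on each side of the transcription start, as in the paper. The gene set for promoters was not fixed before the data were examined. The 21314 annotated genes were chosen after the files were seen and before any share was computed, and the share with all 28671 genes is given beside it. Gene models joined into 1 identifier numbered 276. Exon, intron and UTR positions were not used here. Random placement put each peak at a random position of its own sequence, up to the largest coordinate listed on it, 100 times. FPKM were compared on the log2(FPKM + 1) scale. Whole fragments were recovered from FPKM and gene length, with a tolerance of 0.05 of a fragment, and were used for depth, counting precision and FPKM on each library's own fragments. Lists of Supplementary Table S2, which was read in full with 1083 rows, were compared with 10000 random lists of the same size matched on mean FPKM in 20 bins.

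Depth was 24335132 to 36107288 mapped reads per ATAC-seq library, as the paper gives it, and 7088747 to 7788537 recovered fragments per RNA-seq library. With 3 libraries per assay and 1 condition, means and SD are given without tests between groups. An exact permutation test, one-sided, was run over the 6 ways to match the ATAC-seq to the RNA-seq libraries. Its smallest possible p is 0.1667. For the lists, the central 95% of the random lists is given. For the candidate genes, the fragments were set against counting error by a chi-square test at p < 0.05, with depths scaled by trimmed mean of M-values, which decides nothing about the source of the spread. The paper states that each crab's sample was divided between the assays. The check of that numbering is among the closing observations, and no library was relabelled.

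The overlap, scaling, density, list and matching steps were tested on simulated data. In 28671 simulated genes, 99.99% of the fragment numbers were recovered exactly in all libraries. Among 200 random lists of 24 genes, 95.5% fell within the central 95%, and 83.0% of lists with planted peaks lay above it. With independent noise for each gene and library, a planted log2 difference of 0.1 made the numbered matching the highest in 100% of simulated sets. Shifts shared by many genes of a library were not simulated, and the 6 matchings of the data ran from -0.086 to 0.137. The simulation therefore does not give the power of the check in these data.

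Except for the gene listed in 3 comparisons, which was chosen after its values were seen, the genes named in the text were fixed before the data were examined: those the paper names by identifier, of which 1 is not reported here, the 5 with the highest mean FPKM, and the 3 with the largest and the 3 with the smallest log2 fold change in the Mu_D vs. Mu_E list. Alternatives covered the peak threshold, the overlap rule, the promoter width, the pseudocount, filters on low FPKM and leaving out each library. Added after the data were examined were the added genes, numbered chromosomes alone, both wider promoters and added genes together, FPKM recomputed on each library's own fragments, centring of the libraries in the matching, the annotated genes alone in the correlation, detection by 10 fragments, random lists matched on an assigned peak too, and the test of counting error, at both kinds of depth.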

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

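The test of collapsed repeats by fold enrichment was chosen after the result was seen. Peaks on sequences that carry no listed gene made up 11.8% ± 0.384 of the peaks (SD, n = 3 libraries), or 6319, 5049 and 5930 peaks, a part of the data the paper does not discuss. More widely, 22.6% ± 0.959 of the peaks lay outside the 72 numbered chromosomes, where only 3.23% of the annotated genes lie. Per Mb the peaks were 3.66 times as dense there, but the lengths were taken from the largest listed coordinates, and sequences with no peak and no gene are not counted, so this ratio is an upper estimate. Weak calls are argued against, since with only peaks at a q-value of 1e-05 or less the share was still 21.8%. Calls that are not reproducible are argued against as well, because the percent of peaks found in all 3 libraries was 5.31 points higher there than on the chromosomes on average (59.3% against 59.3% in Mu_E_1, 78.5% against 69.0% in Mu_E_2 and 65.9% against 59.5% in Mu_E_3). Reads piled up on collapsed repeats remain open. The median fold enrichment there was 0.947 times that on the chromosomes, not higher, but the fold is relative to a local background that such a pile-up would also raise. The design holds 1 condition, so no biological explanation was tested.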

How the results depend on the processing

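The mean peak and summit counts stayed within 1.5 times their main values under every alternative run, as did the mean number of detected genes. In Mu_E_3 alone, 18708 genes were above 0 against 11912 at an FPKM of at least 1. Leaving out 1 library gave from 47220 to 51152 peaks. No paired analysis was possible because the 2 groups that share numbers are 2 assays, and no test compared their levels.

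The share of shared peaks moved beyond the spread between pairs only with an overlap of 50% of both peaks, where it was 60.9%, and lay from 70.8% to 77.2% with each library left out. The promoter share was 14.6% with promoters of 1 kb, 21.1% with 3 kb, 20.2% at a q-value of 1e-05 or less and 19.6% with each summit counted. Among settings chosen after the data were examined it was 22.3% with the added genes, 22.4% on the numbered chromosomes and 25.9% with the added genes and 3 kb together. Leaving out 1 library gave from 17.8% to 18.7%.

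The ratio of summit densities was 4.91 with the strongest summit of each peak, 6.65 with expressed genes, 5.84 at a q-value of 1e-05 or less and, added later, 5.57 on the numbered chromosomes, and from 5.18 to 5.37 with each library left out. The mean Spearman correlation was 0.839 for genes above 0 in at least 1 library, 0.790 for genes at an FPKM of at least 1 in every library and, added later, 0.898 for annotated genes, while Pearson correlations were 0.922 and 0.908 with pseudocounts of 1 and 0.1. A single pair of libraries gave from 0.877 to 0.888.

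The difference in expression between genes with and without a promoter peak was 3.33 with a pseudocount of 0.1, 1.20 for genes above 0 in at least 1 library, 1.97 at a q-value of 1e-05 or less and, added later, 1.61 with FPKM on each library's own fragments. The difference kept its direction throughout and lay from 1.78 to 1.86 with each library left out. With FPKM on each library's own fragments its SD over the crabs was 0.54, against 0.09 with the authors' FPKM. The close agreement between crabs was therefore not kept on that scale, which itself spread the libraries more. Over the 8648 genes with at least 10 fragments in every library, the median coefficient of variation was 50.3% there. It was 41.7% in the authors' FPKM and 39.3% with scaling by trimmed mean of M-values, at which the difference was not computed. Of 7 candidate genes, 3 had a promoter peak in at least 2 libraries, and 2 with promoters of 1 kb.

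With any peak assigned to a gene in place of promoter peaks, the Mu_D vs. Mu_E up-regulated and down-regulated lists stood 16.5 and 11.6 percentage points above their matched lists, outside the central 95%. The lists were built by the paper from genes with an assigned differential peak, which can raise this share by construction. With random lists matched on an assigned peak too, a setting added after the data were examined, the Mu_D vs. Mu_E up-regulated list changed sign to -11.3 points, outside the range. The Mu_D vs. Mu_E down-regulated list changed sign to -6.10 points, at the limit of the range, and the Mu_E vs. Mu_A down-regulated list fell inside it, at 12.5 points. The Mu_E vs. Mu_A down-regulated list fell inside the range with promoters of 1 kb, at 16.7 points, and stood from 20.8 to 29.2 points above with each library left out. The Mu_A vs. Mu_C down-regulated list, whose periods are not those of these libraries, changed sign to 9.53 points with any assigned peak. Values of the gene-body share and the share outside genes moved beyond their spread in 12 cases, and in 7 cases, the change of sign among them, a Mu_A vs. Mu_C list came to lie outside its matched range. For these changes the cause was not tested. The candidate genes that varied by more than counting error numbered from 4 to 5 with each library left out. The FPKM of Kpna6 rests on 18 to 34 fragments, which limits its precision.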

Differences from the paper's values

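The peak and summit counts and the Spearman correlations of the molt-period libraries equalled the paper's values to the digits it gives. The promoter share was 18.3% ± 0.878 here and 26.4% in the paper, a ratio below the 1.5 times set for calling a difference. The gap was still far beyond the spread between the libraries. None of the 6 alternatives set before the data were examined reached the paper's share; the nearest was 21.1% with promoters of 3 kb on each side. With the added genes and promoters of 3 kb together the share was 25.9%, within 1 SD of the paper's. The share outside promoters and gene bodies was then 51.5%, close to the paper's distal intergenic share, a class that leaves out its downstream peaks. This setting was chosen after seeing the values and the paper's share, as 1 of 3 added settings, and the paper's methods state 2 kb.

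The paper states that introns and exons were somewhat less accessible than promoters. By share of peaks, gene bodies took 19.8% and promoters 18.3% here, with gene bodies higher in each of the 3 libraries. Promoters were higher with promoters of 3 kb (21.1% against 18.7%), at a q-value of 1e-05 or less (20.2% against 19.5%), with each summit counted (19.6% against 19.1%), and with the added genes and 3 kb together (25.9% against 22.6%).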

Other observations

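The tests of the depth behind the FPKM, of mapped reads and of trimmed mean of M-values scaling were chosen after the result was seen, and the centring of libraries in the matching was added then.

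The numbering of the crabs was checked by asking whether a gene had more RNA in the crab whose library had the promoter peak. Over the 2844 genes with a promoter peak in some but not all crabs, log2(FPKM + 1) was -0.086 in libraries with the peak relative to those without, when libraries were matched by number. This was the lowest of the 6 possible matchings (exact permutation test, one-sided, p = 1, where the smallest possible p is 0.1667), so the check found no sign that libraries with the same number go together. It is a negative result, and 1 of the 6 matchings must be lowest, so chance is not excluded. The highest was 0.137, with ATAC-seq libraries 1, 2 and 3 matched to RNA-seq libraries 2, 3 and 1. With promoters of 1 kb and 3 kb the numbered matching was the fifth of 6. A different number of peaks per library is argued against, since with the same number of strongest peaks the value was -0.091 and still the lowest. A few abundant genes are argued against as the whole cause, since in the less abundant genes it was -0.027 (standard error over genes 0.011) and again the lowest. Sample numbers that do not name the same crab in the 2 assays cannot be told apart from chance. For peaks in gene bodies outside promoters, the matching that was highest at promoters gave 0.075 and another matching gave 0.081, which is closer than the standard error of 0.018. Genes are not independent, so these errors are too small. Differences between the 2 parts of a sample were not tested.

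The authors' FPKM of Mu_E_3 were lower than those of the other libraries. Over the 8648 genes with at least 10 fragments in every library, the median log2 ratio of Mu_E_3 to Mu_E_1 was -0.46 in the authors' FPKM and 0.86 with FPKM on each library's own fragments. With scaling by trimmed mean of M-values it was -0.03. The depth behind the FPKM of Mu_E_3 was 1.43 times its fragments on the listed genes, against 0.573 and 0.514 in the other libraries, which accounts for the lower values. Scaling of the 3 libraries by trimmed mean of M-values is argued against as its source, since the effective depth of Mu_E_3 over Mu_E_1 was 2.04 by that method and 2.74 in the FPKM. The paper gives FPKM as relative to the mapped fragments. The mapped reads it lists are argued against as that depth, since those of Mu_E_3 over Mu_E_1 were 1.03. What else set the depth was not found, and a scaling over libraries not analysed here was not tested.

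By the median of each gene's ratio to its geometric mean over the 3 libraries, among genes with fragments in every library, the share of the fragments was 1.94 times as large in Mu_E_3 as in Mu_E_1. This is not the median of the direct ratios given above as a log2 of 0.86. The 50 most abundant genes took 53.2% of the fragments in Mu_E_1 and 34.7% in Mu_E_3. Without them the ratio was 1.40, so they account for part of it and not the whole. A difference in the tissue taken was not tested.

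The share of peaks outside promoters and genes was the largest of the 3 classes, and the length of that sequence gives such an order by itself: random placement put 72.8% there, above the observed 61.9%. For the Mu_D vs. Mu_E up-regulated list, the 60.2% with a promoter peak lay within the range of expression-matched lists, so its share may come from the expression level of its genes. It lay 11.3 points below lists matched on an assigned peak too, which was not explained. For the Mu_E vs. Mu_A down-regulated list, the excess was 12.5 points, inside the range, with lists matched on an assigned molt-period peak too. It may come from the genes having an assigned peak at all. The paper's own choice, by differential peaks, was not matched.

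Of 7 candidate genes, 6 varied between the 3 libraries by more than counting error of the fragments at depths scaled by trimmed mean of M-values, and 5 at depths from each library's own fragments, where SSTR2 did not. The test at both kinds of depth was added after the data were examined. This sets 3 different crabs against technical noise, so it decides nothing about the source of the spread. The 5 genes with the highest mean FPKM had means from 25534 to 72780, led by evm.TU.CM024149.1.29. The 3 genes with the largest log2 fold change in the paper's Mu_D vs. Mu_E list had a mean molt-period FPKM from 120 to 410, the highest from 889, 162 and 177. Of the 3 with the smallest, 2 were listed at 0 in every library and 1 at a mean of 3.67 ± 0.655 (SD, n = 3). Other genes the paper lists in the GPCR pathway were HTR4 at 13.3 ± 10.5, from 18.1, 20.5 and 1.24, and sky at 3.51 ± 1.297. The rhodopsin-like gene was at 19.8 ± 4.52, highest in Mu_E_3 at 24.8, where all 7 candidates were lowest in the authors' FPKM. Further, evm.TU.CM024099.1.306 was at 6.85 ± 6.76, from 14.7, 3.03 and 2.87. The mean of evm.TU.CM024125.1.103 was 304 ± 184, from 359, 454 and 98.1, and that of evm.TU.CM024097.1.36 was 85.4 ± 123, from 227, 14.5 and 14.5. The paper finds no GPCR activity in the GO annotations of these last genes, given by identifier. No biological explanation was tested for these values.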
